# *Bacillus velezensis* LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation

**DOI:** 10.1186/s12864-020-6621-1

**Published:** 2020-03-06

**Authors:** Guangxin Liu, Sarath Babu Vijayaraman, Yanjun Dong, Xinfeng Li, Binda Tembeng Andongmaa, Lijuan Zhao, Jiagang Tu, Jin He, Li Lin

**Keywords:** *Bacillus velezensis*, Transcriptome, Transporter, CRISPR-Cas9, Ammonium nitrogen, Ammonia assimilation pathway

## Abstract

**Background:**

In recent years, interest in *Bacillus velezensis* has increased significantly due to its role in many industrial water bioremediation processes. In this study, we isolated and assessed the transcriptome of *Bacillus velezensis* LG37 (from an aquaculture pond) under different nitrogen sources. Since *Bacillus* species exhibit heterogeneity, it is worth investigating the molecular mechanism of LG37 through ammonia nitrogen assimilation, where nitrogen in the form of molecular ammonia is considered toxic to aquatic organisms.

**Results:**

Here, a total of 812 differentially expressed genes (DEGs) from the transcriptomic sequencing of LG37 grown in minimal medium supplemented with ammonia (treatment) or glutamine (control) were obtained, from which 56 had Fold Change ≥2. BLAST-NCBI and UniProt databases revealed 27 out of the 56 DEGs were potentially involved in NH_4_^+^ assimilation. Among them, 8 DEGs together with the two-component regulatory system GlnK/GlnL were randomly selected for validation by quantitative real-time RT-PCR, and the results showed that expression of all the 8 DEGs are consistent with the RNA-seq data. Moreover, the transcriptome and relative expression analysis were consistent with the transporter gene *amtB* and it is not involved in ammonia transport, even in the highest ammonia concentrations. Besides, CRISPR-Cas9 knockout and overexpression *glnK* mutants further evidenced the exclusion of *amtB* regulation, suggesting the involvement of alternative transporter. Additionally, in the transcriptomic data, a novel ammonium transporter *mnrA* was expressed significantly in increased ammonia concentrations. Subsequently, OE*mnrA* and Δ*mnrA* LG37 strains showed unique expression pattern of specific genes compared to that of wild-LG37 strain.

**Conclusion:**

Based on the transcriptome data, regulation of nitrogen related genes was determined in the newly isolated LG37 strain to analyse the key regulating factors during ammonia assimilation. Using genomics tools, the novel MnrA transporter of LG37 became apparent in ammonia transport instead of AmtB, which transports ammonium nitrogen in other *Bacillus* strains. Collectively, this study defines heterogeneity of *B. velezensis* LG37 through comprehensive transcriptome analysis and subsequently, by genome editing techniques, sheds light on the enigmatic mechanisms controlling the functional genes under different nitrogen sources also reveals the need for further research.

## Background

For the sustenance of life, every organism should continuously absorb various minor to major nutrients from the environment that includes carbon, nitrogen, phosphorus, sulfur and iron elements, and a wide array of other molecules to synthesize proteins, phospholipid, and nucleic acids. These molecules are required for growth and reproduction, etc., [1, 2]. In recent decades, ecosystems were increasingly contaminated by nitrogen compounds through anthropogenic exploitation, which might lead to advancing aquatic ecological issues, such as algal blooms, eutrophication, and reduced water quality [3–5]. Inorganic nitrogen usually exists in the form of molecular ammonia (NH_3_°), ionic ammonium (NH_4_^+^), nitrite (NO_2_^−^) and nitrate (NO_3_^−^) nitrogen. When, in solution, ammonia remains as NH_4_^+^ and NH_3_° forms depending on the physical and chemical factors of the aquatic environments [6–8]. The reduced nitrogen (R–NH_2_) is primarily converted into reduced NH_4_^+^ through the decomposition action of microorganisms, a process called ammonification. NH_4_^+^ is hydrated and less toxic than NH_3_°, which is fat-soluble and thus can penetrate through the cell membrane in turn affecting economic value of aquatic animals [7, 9, 10]. Accumulation of ammonia in the body could lead to “acute ammonia intoxication” by disrupting the proton gradients and the central nervous system (CNS); besides, loss of equilibrium, hyperexcitability, decreased oxygen-carrying capacity, thickening of mucous cells, liver tissue edema, and in extremis, convulsions, coma, and death [11–13]. Thus, the removal of ammonium compounds from water ecosystems is essential for animal culture applications.

In recent years, various industrial effluent treatment plants are managed with different approaches, in terms of physical, chemical, and biological methods. However, the methods comprising physical and chemical procedures require more energy and have risks of ecotoxicity, whereas the biological process is the most effective and recommended [8]. Among the various biological forms of life, bacteria serve as the conventional basis for the biological treatment of water to metabolize organic pollutants and turn them into non-toxic metabolites [14, 15]. Bacteria used in remediation processes include the following genera: *Achromobacter, Acinetobacter, Alcaligenes, Arthrobacter, Bacillus, Corneybacterium, Desulfitobacterium, Flavobacterium, Geobacterium, Micrococcus, Mycobacterium, Nocardia, Pseudomonas, Rhodococcus, Sphingomonas, Vibrio*, etc., [16–18]. In particular, *Bacillus* species demonstrate outstanding efficiency in the water restoration projects with multiple benefits, including distribution, easy isolation and cultivation, and endospores that can be stored for protracted periods [19]. However, *Bacillus* respond to N-availability by displaying heterogeneity and autoregulation through both positive and negative feedback switching mechanisms in isogenic cell populations. Regulation of genes involved in signal perception, transmembrane transporter, transcriptional regulators, and enzymatic conversion in N-metabolism [20, 21].

*Bacillus* assimilates NH_3_ by diffusion under high pH and high NH_4_^+^ concentration, while intracellular transport of NH_4_^+^ occurs at low pH and low NH_4_^+^ level for assimilation under the influence of an ammonium transporter (AmtB) (Fig. 1) [22]. Thereupon, AmtB mediates and maintains ammonium homeostasis during the growth [22–24]. At high NH_4_^+^ concentrations, AmtB combines with a small cytoplasmic signal transduction nitrogen regulatory protein GlnK (sensor, histidine kinase) and forms [AmtB*-*GlnK] complexes that inactivate both the transport function of AmtB and autophosphorylation activity of GlnK [25]. Conversely, at high NH_4_^+^ concentrations, AmtB does not bind to GlnK, leading AmtB to transport the NH_4_^+^ efficiently; meanwhile, the signal transduction proteins GlnK and GlnL (transcriptional regulatory protein) form a two-component regulatory system GlnK/GlnL. The autophosphorylated GlnK transfers a phosphoryl group to GlnL, and that positively regulates the expression of the *glsA-glnT* (encoding glutaminase, glutamine transporter, respectively) in response to the intracellular concentration of glutamine for nitrogen assimilation [26–28].

**Fig. 1:**
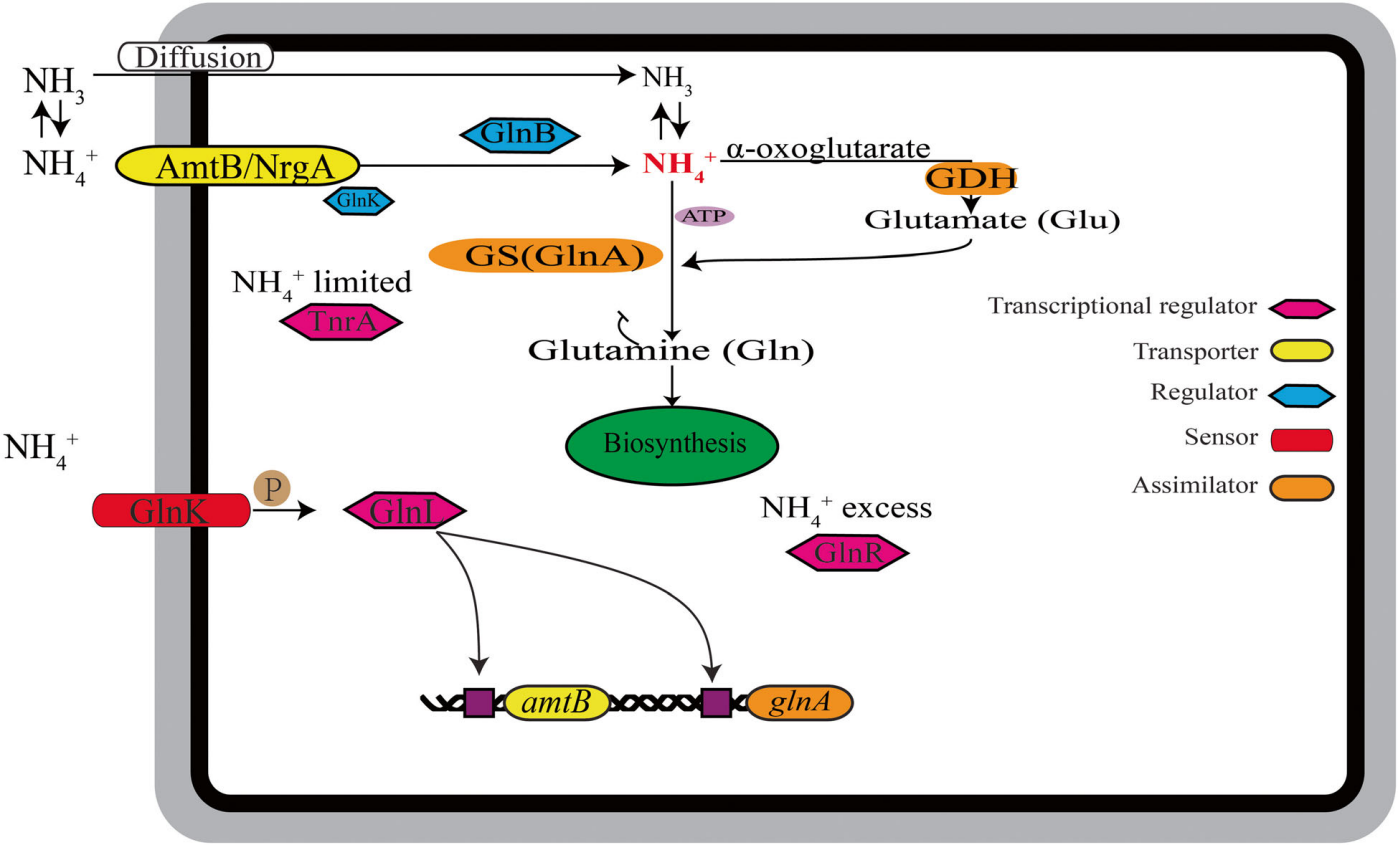
Overview of NH_4_^+^ assimilation pathway: transcriptional regulators (GlnL, GlnR and TnrA - Pink); transmembrane transporter (AmtB - yellow); assimilation regulator (GlnK and GlnB - blue); sensor (GlnK - red); assimilator (glutamine synthetase (GS)-GlnA, glutamate dehydrogenase GDH - orange)

The GlnA is crucial in an array of biochemical functions, including, as a transcription coregulator, nitrogen assimilator, and as a chaperone in N-assimilation based on the N-availability via regulating the expression of N-metabolism related genes [29]. Through catalysis by ATP-dependent condensation with glutamate, GlnA (glutamine synthetase) detoxifies NH_4_^+^ to Glutamine (Gln) [29–31]. As a feedback repressor, GlnA directly interacts and forms a complex with TnrA (a transcriptional regulator) in regulating the nitrogen assimilation efficiency [32–34]. TnrA acts as an activator during N-limitation and promotes expression of the genes [*amtB*, *nrgBTGH* (encoding nitrate transporter), *nasABCDEF* (encoding nitrate/nitrite assimilation), *glnA* and represses the genes *glnR* (encoding transcriptional regulator), *gltAB* (encoding glutamate synthase)] that are involved in the N-transport and metabolism [35–38]. Contrastingly, under N-excess conditions, GlnR and TnrA are active that resulting in repression of N-assimilation related genes. The N-terminal amino acid sequences in the DNA binding domains of both TnrA and GlnR are highly-homologous sequences (17 nucleotides) at the minimal binding site [37, 39, 40]. In the genus *Bacillus*, the regulatory mechanisms for N-metabolism are very diverse in response to the different concentration and the different forms of N-sources at altered conditions through specific strategies, to realize the assimilation of N-sources by cells [22].

Considering all the above, in this study, a new *Bacillus* sp*.,* efficient in N-assimilation, was isolated from an aquaculture pond. The genomic sequence profiling (Genbank Accession Number: CP023341.1) revealed it is a *Bacillus velezensis* strain and named as *Bacillus velezensis* LG37 (hereafter as LG37). The fascinating species *B. velezensis* was already acknowledged its potential in exerting the ammonia metabolism [41].

We analyzed the growth characteristics and excavated the metabolic pathway-related genes by transcriptomic profiles of LG37 cultivated under different sole N-sources [inorganic nitrogen (NH_4_^+^) and organic nitrogen (glutamine)] using high-throughput Illumina sequencing technology. Moreover, following the transcriptomic data, the CRISPR-Cas9 genome editing system has been applied to the related genes to validate their specific regulation mechanism effectively. The results showed that GlnK plays an essential role in ammonia metabolism, and AmtB as a transporter does not represent an influential role in ammonia transport. Meanwhile, we found a new ammonia transporter (MnrA) in *B. velezensis* LG37 and verified its function underlying the pattern of ammonia transport. The obtained transcriptomic data and molecular editing of specific genes by CRISPR/Cas9 in *B. velezensis LG37* for ammonia metabolism will shed new light on the microbial ammonia assimilation.

## Results

In the present study, we isolated three *Bacillus* strains from a grass carp pond water. Among them, a particular isolate, namely, *Bacillus velezensis* LG37, was successfully screened using minimal media with ammonia as the sole nitrogen source for the best ammonia nitrogen assimilation efficiency; thus, it was chosen for further analysis.

### **Growth characteristics of** LG37 culture conditions

The bacterial growth kinetics of wild-type LG37 was analyzed by culturing in LB broth, and the growth was measured by spectrophotometry. From 25 to 37 °C, the LG37 showed an excellent growth trend. The peak levels OD (≈7) were maintained for almost 30 h in the static cultivation environment (Additional File 1). As shown in Additional File 1, LG37 on 1–6% of salt concentrations had a sharp and stable increase in their growth exceeding OD_600_ value of 5 at 28 h followed by a gradual decline. Yet, the levels were maintained above 5 up at to 3% salinity, and the decrease in OD was proportional to salt concentration in the extended period. The LG37 growth was normal at pH 6–8.5, while slow growth was recorded at pH 9.5. The dissolved oxygen (DO) concentration available in the medium mainly influences the growth of the bacterial population [42]. The increasing growth values were observed in all the DO reactors from 0 to 40 h, and the LG37 growth was proportional to the level of DO. Peaked OD of 8.2, 6.1, and 4 – were obtained for LG37 with initial DO of 6.0, 4.2, and 3.0 mg/L, respectively, at 35 h of the culture period. Conversely, there was no substantial growth recorded in the 1.8 mg/L DO (Additional File 1).

### Optimization of glutamine and ammonia nitrogen concentrations for LG37

Growth characteristics of LG37 were determined at various levels of NH_4_^+^ and Gln by OD_600_. The results showed, with the increase of Gln concentration, LG37 displayed an inclination of growth respect to the amount of Gln (Fig. 2a). The growth curve of LG37 in minimal media with NH_4_^+^ (5, 10, 15, 20, 25, and 30 mmol/L) as the sole nitrogen source showed a similar trend to that of Gln, but no significance was observed at 20–30 mmol/L NH_4_^+^ concentrations (Fig. 2b). However, the growth of LG37 was more significant in the increasing levels of nitrogen; the other nutrients in the minimal media might be a limiting factor for their growth above 20 mmol/L. Given that and to avoid overloading, we preferred an average volume (10 mmol/L) of N-source for both Gln-N and NH_4_^+^-N in our supplementary studies.

**Fig. 2:**
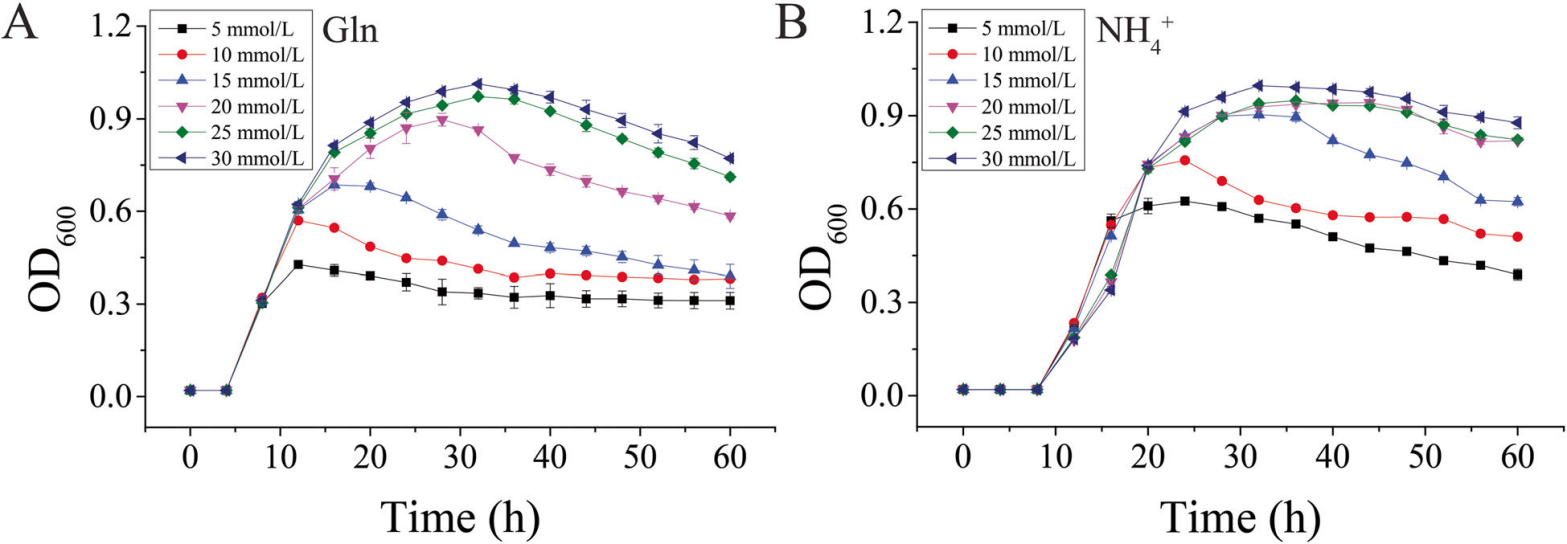
Growth curves of LG37 with different Nitrogen sources. Minimal media with various concentration of (**a**) Glutamine [Gln] and (**b**) Ammonia [NH_4_^+^] (5, 10, 15, 20, 25 and 30 mmol/L) cultured over 60 h and the OD_600_ was determined for every 4 h; all data points mean ± SE (*n* = 3)

### Transcriptome assembly and functional annotation

The mRNA of the LG37 cells acquired from the treatment group (NH_4_^+^-N) and control group (Gln-N), were sequenced by Illumina Hiseq™ 2500 to obtain the overview of the gene expression pattern. 

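Cultures of LG37 grown on 10 mmol/L NH4+-N (NH4+-N1, NH4+-N2 and NH4+-N3) or 10 mmol/L Gln-N (Gln-N1, Gln-N2 and Gln-N3) were sampled at an OD600 of 0.4 to 0.7, and strand-specific libraries of rRNA-depleted RNA were sequenced, 3 per group. The sample records name another HiSeq model than the text and give a concentration for NH4+-N only. The methods speak of 2 biological replicates for differential expression, and all 3 libraries per group were used here. The values used here are the raw counts of 812 genes. Each of these genes has an authors' q-value of 0.05 or less, the other genes of LG37 are not analysed here, and each p-value given here applies to genes already selected for this contrast. The 812 genes hold 1414088 counts in Gln-N1, 1271933 in Gln-N2, 1373356 in Gln-N3, 905031 in NH4+-N1, 997490 in NH4+-N2 and 969583 in NH4+-N3. These totals are 7.41%, 6.60% and 7.20% of the paper's clean reads for the Gln-N libraries and 4.78%, 5.30% and 5.14% for the NH4+-N libraries. The smallest count of a gene in a library is 27, and the largest gene takes 4.00% to 5.58% of a library's counts. The authors' normalized counts are the raw counts multiplied by 1 factor per library, between 86.5 and 94.8, by upper quartile normalization as the methods state. Here the raw counts were scaled by TMM and the groups compared with edgeR's quasi-likelihood test, with p-values adjusted by the method of Benjamini and Hochberg over the 812 genes. The first principal component of the scaled counts holds 72.4% of the variance and separates the Gln-N from the NH4+-N libraries, which the selection of the genes favours. The median log2 fold change (NH4+-N over Gln-N) of the 812 genes was 0.06 under TMM, -0.16 with the authors' upper-quartile factors, -0.23 with the clean reads as library sizes and 0.25 with the totals of the table as library sizes. Relative to TMM, these scalings shift the genes by -0.22 (-0.23 to -0.19 across genes), -0.29 and 0.19, and the directions of smaller changes therefore depend on the scaling. The authors' factors and the clean reads were added as scalings after the data were seen, while the test, TMM, the thresholds, the rule for named genes and the symbols in each gene list were set before the data were examined. Genome positions are not analysed here, and genes are named by their identifier, by the product beside it and, where given, by the symbol in Additional File 4.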

After removing low quality (Q > 20) ambiguous reads from the raw data, a total of 19,091,060, 19,270,408, and 19,079,520 clean reads from the LG37-Gln (Gln-N1, Gln-N2, Gln-N3), and 18,922,170, 18,818,298, and 18,865,012 clean reads from LG37-NH_4_^+^ (NH_4_^+^-N1, NH_4_^+^-N2, NH_4_^+^-N3), were obtained, respectively. The details of GC contents, valid ratio, raw reads, and clean reads were summarized in Additional File 2. We aligned our LG37 data with the known reference genome (*B. velezensis* FZB42; Accession No: NC_009725.1) using the BWT algorithm to interpret the clean read sequences. A total of 2569 genes from LG37 were annotated as protein-coding genes; additionally, we also predicted 63 new genes, including 30 sense transcripts and 33 antisense transcripts, 2131 for 5’UTR, 2037 for 3’UTR, and 759 predicted multi-gene operons. Summary of alignment with protein-coding genes, predicted transcripts, and predicted RNAs (antisense) were presented in Additional File 3.

The LG37 DEGs potentially intricated in nitrogen assimilation were determined by conducting the statistical analysis through expression > 1.5-fold change and significant difference of *q-*value < 0.05 as standards. Expression variances were compared between the treatment and control groups using the standardization of RPKM and UQ values. 

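With NH4+-N in place of Gln-N, 53 of the 812 genes rose and 72 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and of these 53 and 47 changed by over 1.5-fold. Among the genes that rose was ywnB (orf03630), an NAD(P)-dependent oxidoreductase, with a TMM-scaled count of 254 ± 68.2 (SD, n = 3) on Gln-N and 667 ± 78.8 (SD, n = 3) on NH4+-N. Its log2 fold change was 1.39 (standard error 0.19, adjusted p = 0.00135 from the same test). An aldo/keto reductase (orf00970) fell from 2495 ± 268 (SD, n = 3) to 1072 ± 57.9 (SD, n = 3), a log2 fold change of -1.22 (standard error 0.10, adjusted p = 0.000409 from the same test). A universal stress protein (orf03177) had a log2 fold change of -1.22 (standard error 0.21, adjusted p = 0.00511 from the same test). Dihydroorotate dehydrogenase (orf02566), an enzyme of pyrimidine synthesis, had a log2 fold change of -1.37 (standard error 0.27, adjusted p = 0.00846 from the same test, 0.052 without NH4+-N1). The numbers of genes that rose and that fell depended on the scaling, and with the totals of the table as library sizes 142 rose and 51 fell. With the authors' factors 47 genes rose and 170 fell, 31 and 87 of them by over 1.5-fold, and with the clean reads 46 rose and 297 fell, 30 and 112 by over 1.5-fold. Of the 125 genes called under TMM, 119 (47 higher, 72 lower) were also called with the authors' factors and 118 (46 higher, 72 lower) with the clean reads, and none of the 125 changed its sign. Over all 812 genes, 496 had a positive and 316 a negative log2 fold change under TMM, against 78 and 734 with the authors' factors. An unadjusted p under 0.05 was reached by 178 genes under TMM, and 634 stayed at or above it. Without NH4+-N1 46 genes fell, and without NH4+-N3 45 fell.

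**Figure D1:**
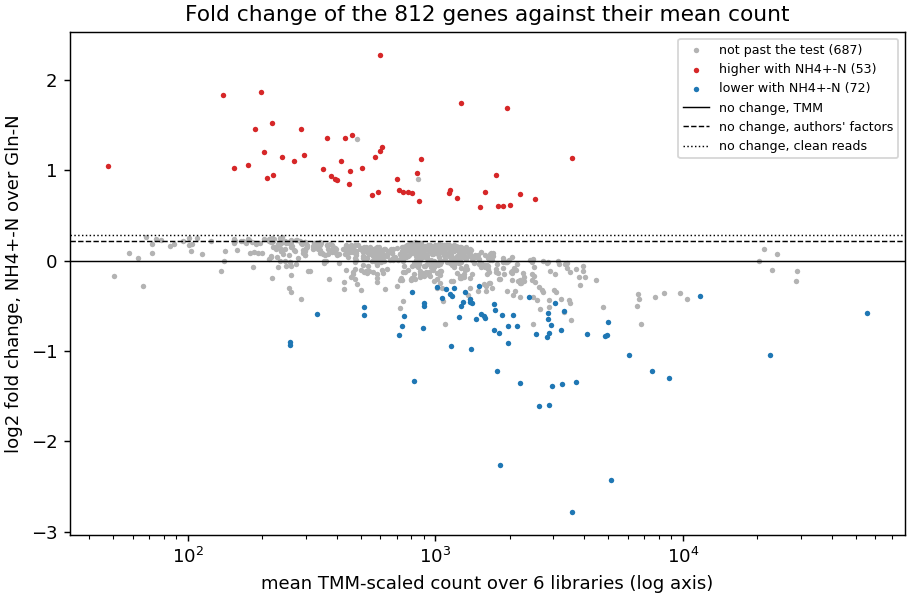
Log2 fold change (NH4+-N over Gln-N) of each of the 812 genes against its mean TMM-scaled count on a log axis, with the 53 genes that rose in red, the 72 that fell in blue and the genes that did not pass the test in grey. The solid line is no change under TMM, and the dashed and dotted lines are no change with the authors' factors and with the clean reads, under which most of the grey genes lie on the lower side.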

In total, 812 DEGs (76 upregulated genes and 736 down-regulated genes) were screened. Among them, 56 genes met the differential expression genes (DEGs) criteria (i.e. expression value > = 2-fold and *p*-value <= 0.05). 

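At 2-fold or more under TMM and an adjusted p under 0.05 from edgeR's quasi-likelihood test, 26 genes rose and 15 fell with NH4+-N. This scaling and this test are not those of the paper's count. Among the 3 largest falls were those of a pair of LrgAB-type genes. Their products are annotated as an antiholin and a murein hydrolase regulator, and the LrgAB list also covers pyruvate transport. Antiholin (orf01441) had a TMM-scaled count of 6224 ± 2107 (SD, n = 3) on Gln-N and 907 ± 135 (SD, n = 3) on NH4+-N, a log2 fold change of -2.78 (standard error 0.26, adjusted p = 0.000469 from the same test). The murein hydrolase regulator LrgA (orf01440) had counts of 3025 ± 541 (SD, n = 3) and 634 ± 66.6 (SD, n = 3), a log2 fold change of -2.26 (standard error 0.15, adjusted p = 8.06e-05 from the same test). These 2 genes are the measured members of the LrgAB list, and both also fell when adjusted over the list alone. A cytochrome P450 (orf02265), of a family of haem monooxygenases, fell from 8637 ± 973 (SD, n = 3) to 1602 ± 20.3 (SD, n = 3), a log2 fold change of -2.43 (standard error 0.15, adjusted p = 8.06e-05 from the same test). Flagellin (orf00751), the subunit of the flagellar filament, fell from 3973 ± 1381 (SD, n = 3) to 1300 ± 188 (SD, n = 3), a log2 fold change of -1.61 (standard error 0.24, adjusted p = 0.00213 from the same test). The ribosomal subunit interface protein (orf00756), of a family that binds inactive ribosomes, fell from 4323 ± 836 (SD, n = 3) to 1433 ± 159 (SD, n = 3), a log2 fold change of -1.59 (standard error 0.17, adjusted p = 0.000766 from the same test). With the authors' factors 12 genes rose and 28 fell by 2-fold or more, and with the clean reads 11 rose and 35 fell. The number that rose by 2-fold or more was 15 without Gln-N1, 11 without Gln-N2 and 13 without NH4+-N3.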

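Additional File 4 lists 27 genes, of which 25 have an identifier and 21 matched a gene of the table, 12 of them listed there as higher with NH4+-N and 9 as lower. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 11 of the 12 rose and all 9 fell (12 and 9 when adjusted over the list alone). The study chose this list on these samples, so the counts are not independent evidence of the directions. Homoserine dehydrogenase (hom, orf01101), an enzyme of threonine and methionine synthesis, fell from a TMM-scaled count of 12540 ± 1312 (SD, n = 3) on Gln-N to 5104 ± 938 (SD, n = 3) on NH4+-N, a log2 fold change of -1.30 (standard error 0.16, adjusted p = 0.00113 from the same test). The DinB family protein (dinB, orf01234) fell from 3154 ± 721 (SD, n = 3) to 1234 ± 220 (SD, n = 3), a log2 fold change of -1.35 (standard error 0.19, adjusted p = 0.00175 from the same test). The SAM-dependent methyltransferase ramA (orf01620) had a log2 fold change of -0.82 (standard error 0.11, adjusted p = 0.00116 from the same test). The heat shock repressor ctsR (orf00068) had a log2 fold change of -0.81 (standard error 0.22, adjusted p = 0.0385 from the same test). Its adjusted p from the same test was 0.1 without Gln-N1, 0.0774 without Gln-N3, 0.115 without NH4+-N1, 0.153 without NH4+-N3 and 0.0609 with the replicate numbers as a block. The hypothetical protein orf02113 rose from 61.0 ± 42.3 (SD, n = 3) to 217 ± 19.9 (SD, n = 3), a log2 fold change of 1.83 (standard error 0.38, adjusted p = 0.0125 from the same test). Without Gln-N2, NH4+-N1 and NH4+-N3, its adjusted p from the same test was 0.0962, 0.062 and 0.0616. Without Gln-N3 its log2 fold change was 2.53 (adjusted p = 9.19e-05 from the same test). The hypothetical protein orf03633 was the listed gene that did not pass, with a log2 fold change of 1.35 (standard error 0.39, adjusted p = 0.0529 from the same test). It passed without Gln-N1 (adjusted p = 0.0421 from the same test) and without Gln-N3 (0.000702). Called candidates numbered 14 without Gln-N2, 12 without NH4+-N1 and 12 without NH4+-N3, and 11 were called whichever library was left out: glnK, mnrA, ywnA, ywnB, orf03625, ramA, thrC, thrB, hom, dinB and lrgA. The listed genes that were not matched are all listed as higher, so the matched genes were not read as a set.

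**Figure D2:**
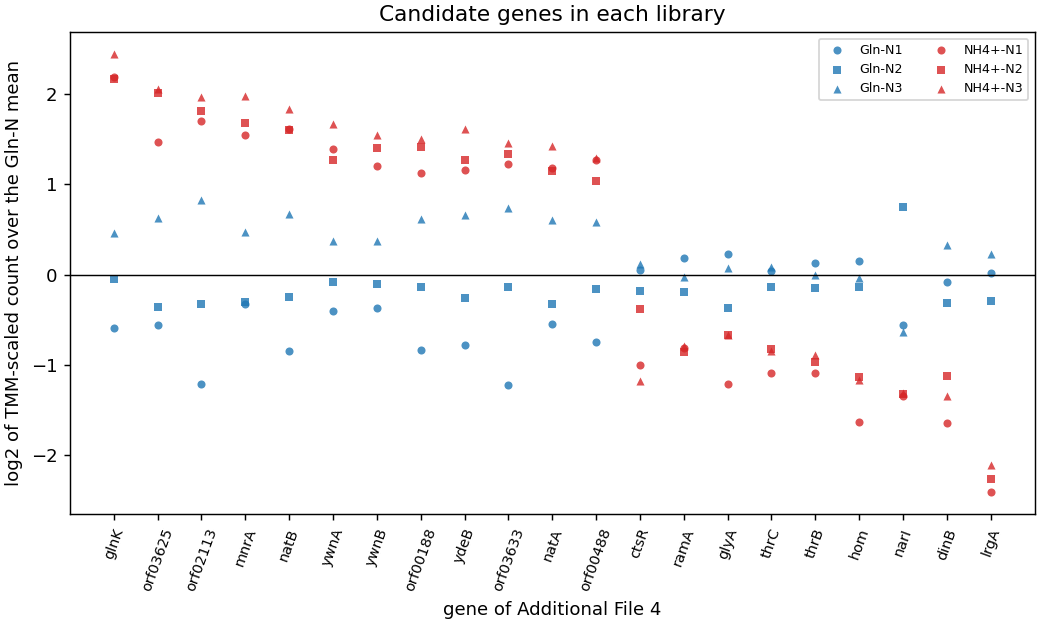
TMM-scaled counts of the 21 matched genes of Additional File 4 in each library, as log2 of the count over the gene's Gln-N mean, with the 3 Gln-N libraries in blue and the 3 NH4+-N libraries in red. The red points lie above the blue ones for the 12 genes listed as higher and below them for the 9 listed as lower.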

Subsequently, the genes were compared with NCBI and UniProt database for screening the candidate related genes for N-metabolism, resulted in 27 candidate genes, including 18 upregulated DEGs, and 9 downregulated DEGs, listed in Additional File 4.

The regulatory function, the expression pattern in various cellular compartments, molecular function, and biological processes of these genes in treatment and control nitrogen groups of LG37 were overviewed by mapping unto GO and KEGG databases. The results demonstrated that 812 unique proteins assigned to 3817 GO terms; 1698 unigenes mapped to biological processes, 860 unigenes mapped to molecular functions, and 1259 unigenes mapped to cellular components (Additional File 5). In the biological process subclass, the top 3 categories were “cellular process (464), metabolic process (420), and single-organism process (340)”. In molecular function, the top 2 subclasses were “catalytic activity (383) and binding (351)”, accordingly, in the cell compartment, the most abundant categories were “cell (411), cell part (411), membrane (163), and membrane part (142)” (Fig. 3). Moreover, the KEGG pathway analysis indicated the DEGs were significantly (*p*-value 0.001) enriched in five KEGG pathways, comprising pathways associated with Biosynthesis of secondary metabolites (108), Ribosome (36), Biosynthesis of amino acids (51), Carbon metabolism (46), and Photosynthesis (7) (Fig. 4, Additional File 6).

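Within the pathways named here, 5 genes of glycolysis and overflow metabolism and 5 of branched chain amino acid synthesis fell with NH4+-N, while no gene of the TCA cycle or of ATP synthase passed the test under TMM. Of 17 genes of glycolysis and overflow metabolism, 5 fell and none rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test (9 fell when adjusted over the list alone, 12 with the authors' factors). Phosphoglycerate mutase (orf00895) had a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.00209 from the same test). Glyceraldehyde-3-phosphate dehydrogenase (orf00891) had -1.04 (standard error 0.19, adjusted p = 0.00548 from the same test) and phosphoglycerate kinase (orf00893) -0.83 (standard error 0.16, adjusted p = 0.00888). L-lactate dehydrogenase (orf03832), which makes lactate from pyruvate, had a log2 fold change of -0.58 (standard error 0.11, adjusted p = 0.00872 from the same test, and 0.0585 with the replicate block). The last of these 5, enolase (orf00896), chosen after its values were seen, had a log2 fold change of -0.40 (standard error 0.11, adjusted p = 0.0456 from the same test). This adjusted p from the same test was 0.136, 0.132, 0.124, 0.0999 and 0.168 without Gln-N1, Gln-N3, NH4+-N1, NH4+-N2 and NH4+-N3. For enolase the same test also gave an adjusted p of 0.203 with the replicate block, 0.0951 with the upper quartile of the table and 0.106 with its totals. No gene of this list or of the next 4 was higher at an unadjusted p under 0.05 or by DESeq2. Of 8 genes of branched chain amino acid synthesis, 5 fell and none rose, and the same numbers held when adjusted over the list alone. Both 3-isopropylmalate enzymes of the leucine pathway, the dehydratase large subunit (orf01508) and the dehydrogenase (orf01507), had log2 fold changes of -1.38 (standard error 0.17, adjusted p = 0.00113 from the same test) and -1.35 (standard error 0.18, adjusted p = 0.00148). The values were -0.64 (standard error 0.08, adjusted p = 0.00113 from the same test) for 2-isopropylmalate synthase (orf01506). They were -0.72 (standard error 0.10, adjusted p = 0.0019 from the same test) for the acetolactate synthase small subunit (orf01504) and -0.75 (standard error 0.12, adjusted p = 0.00287) for ketol-acid reductoisomerase (orf01505), the last chosen after its values were seen. Of 7 genes of the threonine and aspartate family, 3 fell and none rose (3 also when adjusted over the list alone), while 4 fell with the authors' factors and 6 with the clean reads. Under TMM these were hom, thrB and thrC. Aspartate kinase (orf01485), the first enzyme of the family, had a log2 fold change of -0.14 (standard error 0.10, adjusted p = 0.444 from the same test), which turned to 0.05 with the totals of the table as library sizes. Aspartate kinase fell with the authors' factors (-0.36, adjusted p = 0.0212 from the same test) and with the clean reads (-0.43, adjusted p = 0.00791), so whether it passed depended on the scaling. Of 8 genes of histidine synthesis, 2 fell (5 with the authors' factors), both chosen after their values were seen. Histidinol dehydrogenase (orf00792) had a log2 fold change of -0.59 (standard error 0.08, adjusted p = 0.00118 from the same test). Imidazoleglycerol-phosphate dehydratase (orf00793) had -0.41 (standard error 0.09, adjusted p = 0.0125 from the same test, and 0.0639 without NH4+-N2, 0.0501 without NH4+-N3 and 0.136 with the totals of the table). Of 36 ribosomal proteins, 4 fell and none rose (4 also when adjusted over the list alone, 9 with the authors' factors). They were L33 (orf01747, log2 fold change -0.90), S11 (no identifier, -0.73), L18 (orf00026, -0.80) and S13 (orf00018, -0.46), with adjusted p = 0.00614, 0.00667, 0.00711 and 0.0282 from the same test, named after their values were seen. S13 did not pass without Gln-N1, Gln-N3, NH4+-N1 and NH4+-N2 or with the totals of the table, at an adjusted p of 0.0704, 0.0573, 0.0693, 0.0951 and 0.0697 from the same test. The median of the 36 ribosomal proteins was -0.05 under TMM, -0.28 with the authors' factors, where all 36 were negative, and 0.13 with the totals of the table, where 3 rose and 3 fell.

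**Figure D3:**
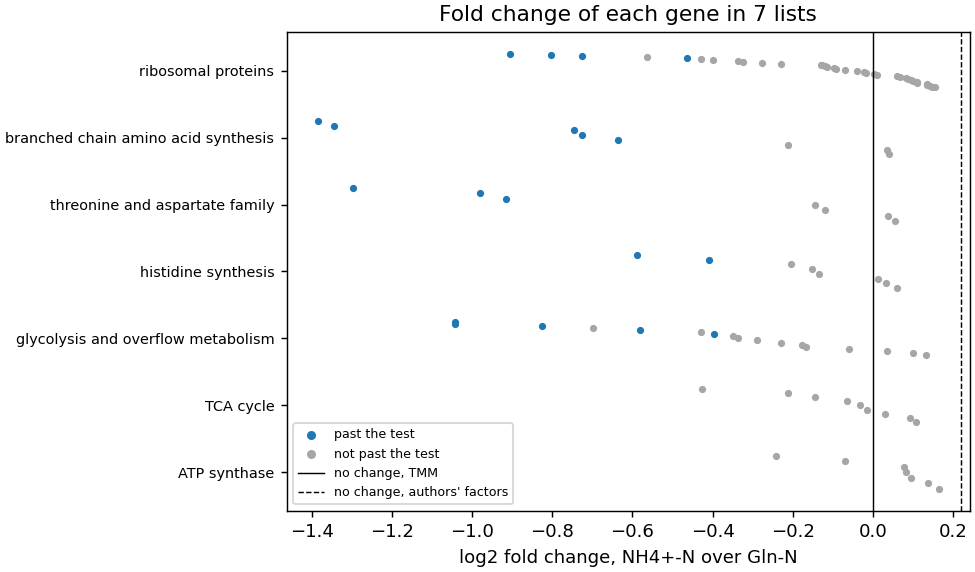
Log2 fold change (NH4+-N over Gln-N) of each measured gene in 7 gene lists, with genes past the test in blue and the others in grey. The solid line is no change under TMM and the dashed line no change with the authors' factors, and the medians of the ATP synthase list (0.08 and -0.14) lie on different sides of 0 under these scalings.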

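None of 9 genes of the TCA cycle and none of 7 of ATP synthase passed edgeR's quasi-likelihood test at an adjusted p under 0.05. At an unadjusted p under 0.05, 1 gene of each list was lower, and DESeq2 called 1 lower in the TCA cycle and 0 in ATP synthase. The median log2 fold change of the TCA cycle list was -0.03 under TMM, -0.25 with the authors' factors (2 lower), -0.32 with the clean reads (5 lower), 0.02 with the upper quartile of the table and 0.15 with its totals (1 higher). That of the ATP synthase list was 0.28 with the totals of the table, where 2 members rose, while 1 member fell with the authors' factors and 2 with the clean reads. Compared with the other genes of the table by camera, the lists of glycolysis and overflow metabolism (adjusted p = 0.000152), of branched chain amino acid synthesis (adjusted p = 0.000499) and of the threonine and aspartate family (adjusted p = 0.012) were lower. With an estimated correlation, camera gave an adjusted p of 0.461 for each of these 3. Camera gave an adjusted p of 0.0744 both for histidine synthesis (0.589 with an estimated correlation, 0.0479 with the authors' factors, 0.00921 without NH4+-N1) and for ribosomal proteins (0.673 with an estimated correlation, 0.00826 without Gln-N2, 0.00813 without NH4+-N3). For the TCA cycle and ATP synthase camera gave an adjusted p of 0.372 and 0.852 (0.656 and 0.938 with an estimated correlation). The median of the threonine and aspartate list was -0.14 and its mean -0.48, and with the totals of the table as library sizes the medians of this list and of histidine synthesis (-0.14 under TMM) turned to 0.05 and 0.05. Genes outside the table are not analysed here, so the enrichment of these pathways among all genes of LG37 was not tested.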

**Fig. 3:**
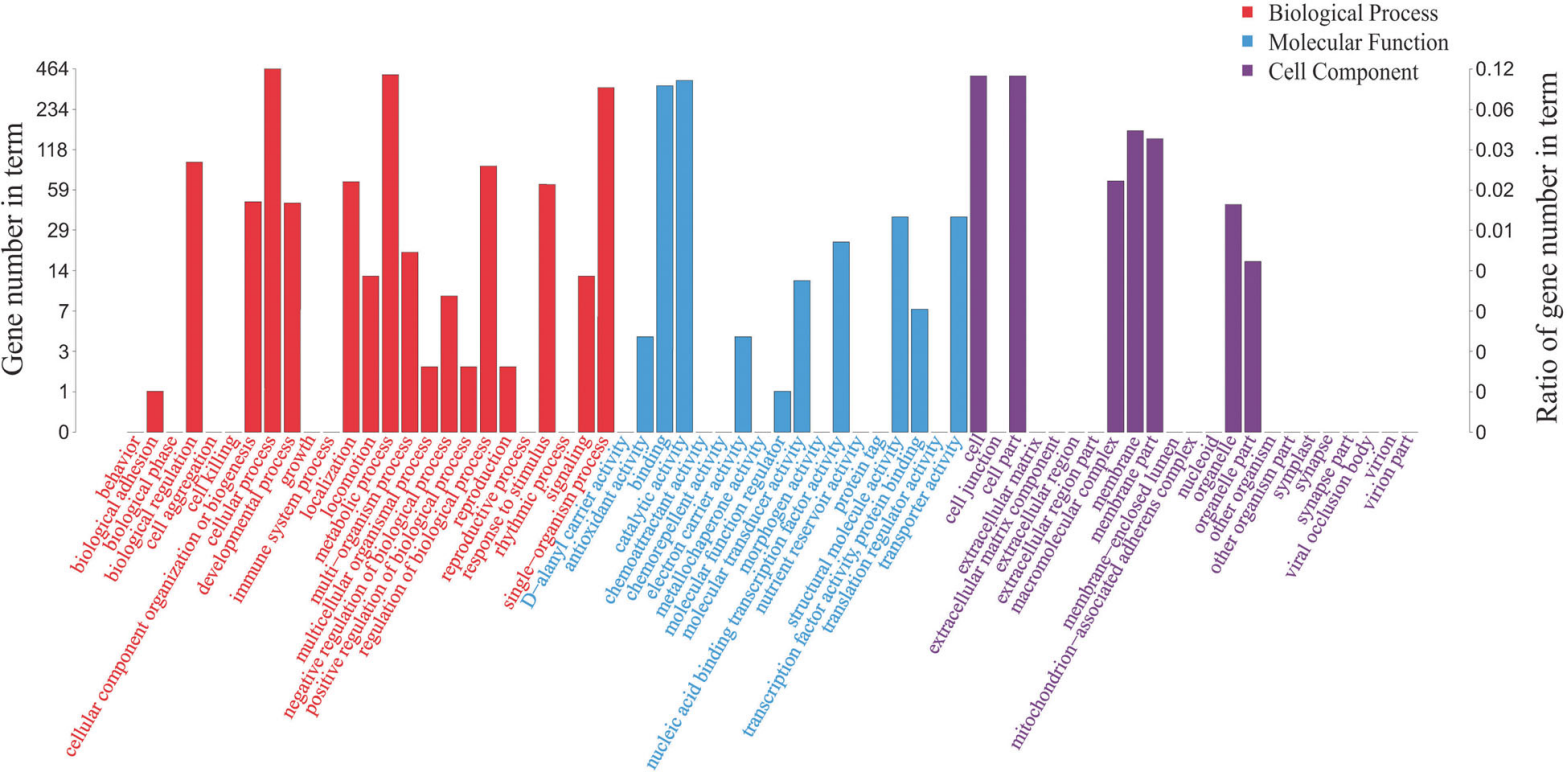
The Gene-Ontology terms and pathway enrichment analysis of LG37 differentially expressed gene (DEGs) under the cutoff of *P*-value < 0.05. The histogram showing the gene annotations that was classified into Biological process, Molecular function, and Cellular component. The vertical axis indicates the count of genes

**Fig. 4:**
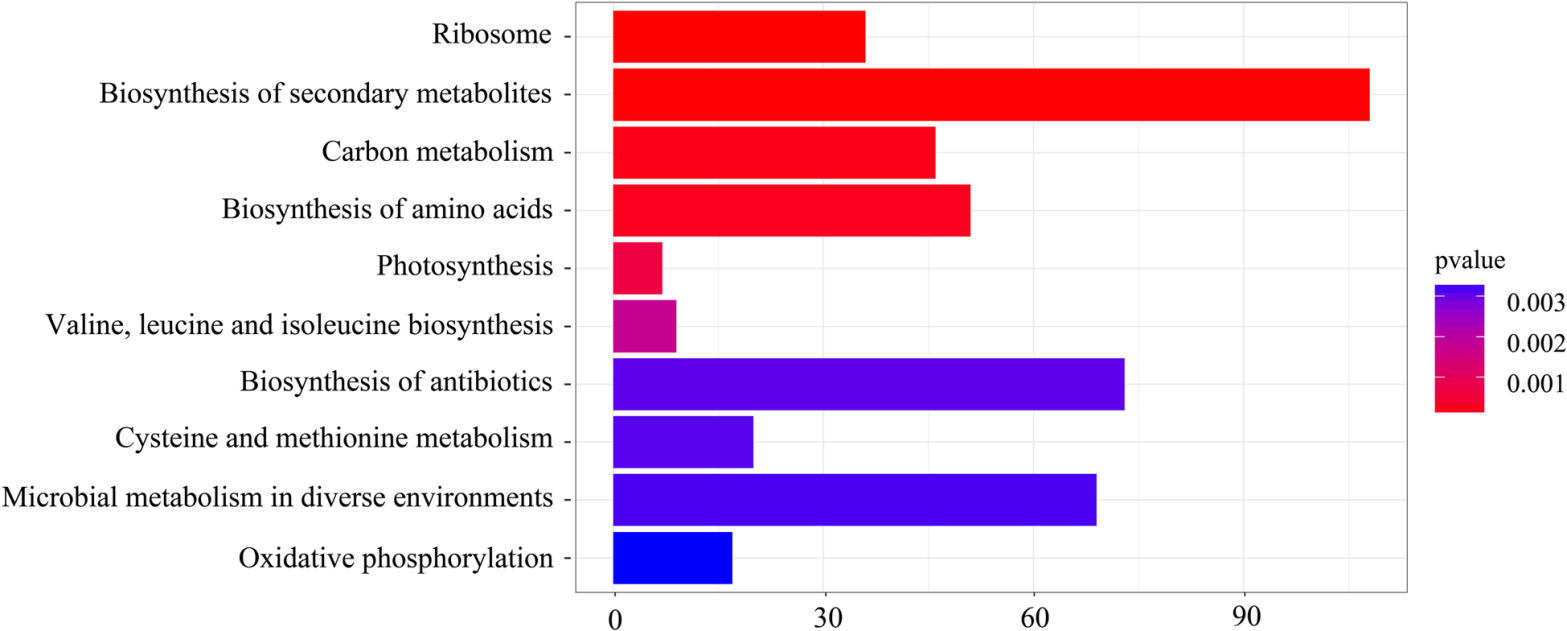
The KEGG terms and pathway enrichment results of LG37 differentially expressed gene (DEGs) with various concentrations of ammonia. The horizontal axis of the histogram indicates the count of genes and the colors of column of y-axis represents the different *P-*values of gene functional classification

### RT-qPCR verification of selected genes

The Illumina sequence of LG37 expression profile data was verified through randomly selected 8 DEGs that including, 5 up-regulated and 3 down-regulated genes (Additional File 7) using RT-qPCR. The results exhibited a similar expression tendency but with slight variation in their levels, which confirmed the reliability of DEGs from the transcriptome sequencing results (Fig. 5).

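Among the 8 genes chosen for RT-qPCR, the regulators ywnA and ydeB rose and the enzyme genes narI, thrC and thrB fell in the sequenced libraries with NH4+-N. The Rrf2 family regulator ywnA (orf03631) had a TMM-scaled count of 153 ± 41.7 (SD, n = 3) on Gln-N and 419 ± 60.1 (SD, n = 3) on NH4+-N, a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.00143 from edgeR's quasi-likelihood test). The CarD family regulator ydeB (orf03626) rose from 205 ± 106 (SD, n = 3) to 525 ± 87.6 (SD, n = 3), a log2 fold change of 1.36 (standard error 0.32, adjusted p = 0.0221 from the same test). Threonine synthase (thrC, orf01102) fell from 2571 ± 208 (SD, n = 3) to 1364 ± 136 (SD, n = 3), a log2 fold change of -0.92 (standard error 0.11, adjusted p = 0.00113 from the same test). Homoserine kinase (thrB, orf01103), the enzyme before it in the pathway, fell from 1848 ± 176 (SD, n = 3) to 937 ± 65.8 (SD, n = 3), a log2 fold change of -0.98 (standard error 0.10, adjusted p = 0.000567 from the same test). The nitrate reductase subunit gamma (narI, orf00547) fell from 1174 ± 689 (SD, n = 3) to 467 ± 5.03 (SD, n = 3), a log2 fold change of -1.33 (standard error 0.35, adjusted p = 0.0368 from the same test). Its spread came from Gln-N2, and without this library its log2 fold change was -0.77 (adjusted p = 0.000821 from the same test). The gene glnL is not analysed here. Left-out libraries ended the call of ydeB (adjusted p = 0.133, 0.0737, 0.0654 and 0.104 from the same test without Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3) and of narI (0.162, 0.125 and 0.133 without NH4+-N1, NH4+-N2 and NH4+-N3).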

**Fig. 5:**
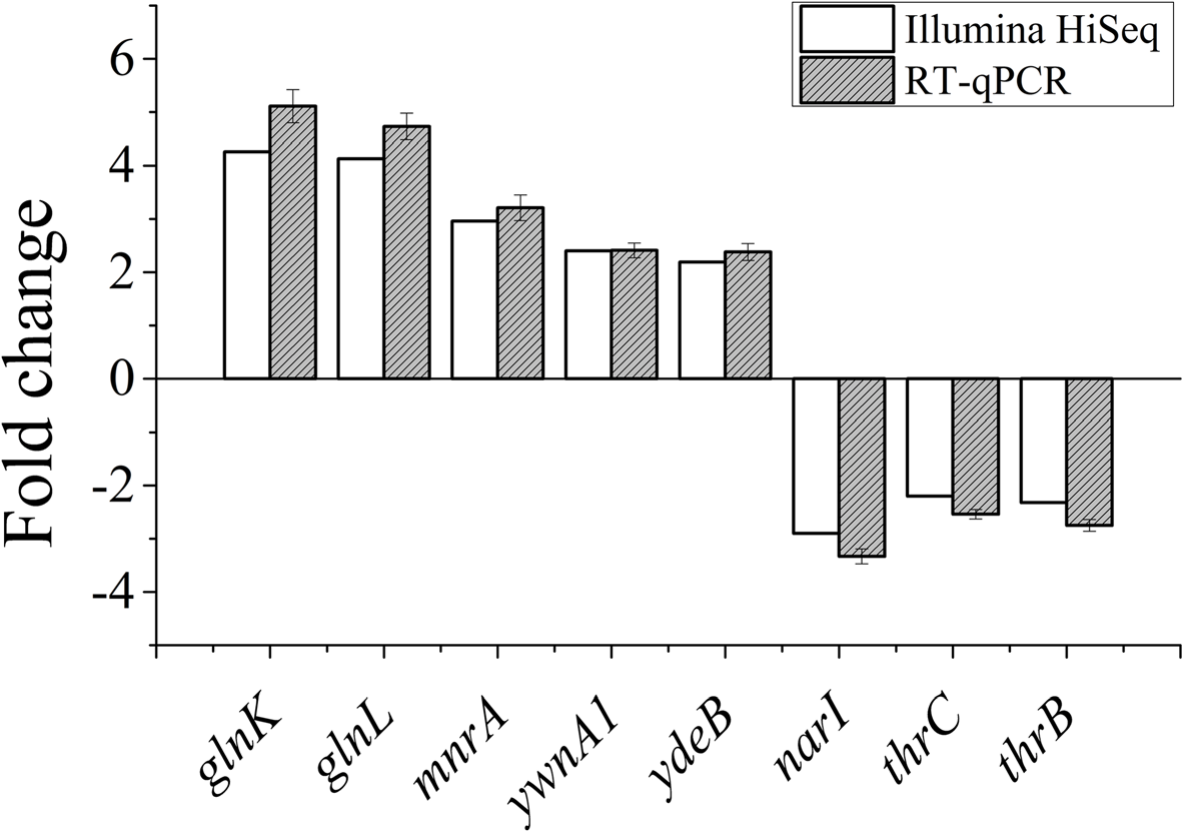
Comparison of the gene expressions of 8 DEGs cultured with NH_4_^+^ (treatment) and Gln (control) as the sole nitrogen source determined by Illumina HiSeq™ 2500 sequencing and RT-qPCR using 16S rRNA gene as reference control. The x-axis displays 8 genes and y-axis is the expression levels (fold changes). Sensor histidine kinase (*glnK*), DNA-binding response regulator (*glnL*), MFS transporter (*mnrA*), Rrf2 family transcriptional regulator (*ywnA*), CarD family transcriptional regulator (*ydeB*), Nitrate reductase subunit gamma (*narI*), Threonine synthase (*thrC*), Homoserine kinase (*thrB*). The positive and minus value means up-regulated and down-regulated, respectively to three parallel experiments

### GlnK is critical for NH_4_^+^ assimilation

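The sensor histidine kinase gene glnK (orf03938) rose with NH4+-N, and so did natA (orf03937) and natB (orf03936), which encode the ATP-binding protein and the permease of an ABC transporter. The TMM-scaled count of glnK was 136, 198 and 282 in Gln-N1, Gln-N2 and Gln-N3 and 941, 921 and 1119 in NH4+-N1, NH4+-N2 and NH4+-N3, with means of 205 ± 73.2 (SD, n = 3) and 994 ± 109 (SD, n = 3). This is a 4.84-fold difference, or a log2 fold change of 2.28 (standard error 0.23, adjusted p = 0.000567 from edgeR's quasi-likelihood test). Every NH4+-N library lay above every Gln-N library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The count of natB went from 927 ± 499 (SD, n = 3) on Gln-N to 2988 ± 275 (SD, n = 3) on NH4+-N, a log2 fold change of 1.69 (standard error 0.33, adjusted p = 0.00925 from edgeR's quasi-likelihood test). That of natA went from 359 ± 163 (SD, n = 3) to 859 ± 91.3 (SD, n = 3), a log2 fold change of 1.26 (standard error 0.27, adjusted p = 0.0144 from the same test). The identifiers of the 3 genes are consecutive, and glnL is not analysed here. Without Gln-N2 neither natB (adjusted p = 0.0809 from the same test) nor natA (0.0981) passed, and natA did not pass without NH4+-N1 (0.0684) or NH4+-N3 (0.0716) either.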

To understand the functions of the specific genes associated with NH_4_^+^ assimilation pathway that short-listed by transcriptome data, especially the significantly upregulated *glnK* (4.26) and *glnL* (4.12), were primarily analyzed by RT-qPCR following cultivation of wild-LG37 at different concentrations of NH_4_^+^. The *glnK* and *glnL* showed a significant increase in their expression with the rise of NH_4_^+^ concentration, and the *glnK* showed a greater tendency than the *glnL* (Fig. 6a). These results demonstrate that the two-component regulatory systems *glnK/glnL* play a synergistic regulation function in the LG37 NH_4_^+^ metabolism.

**Fig. 6:**
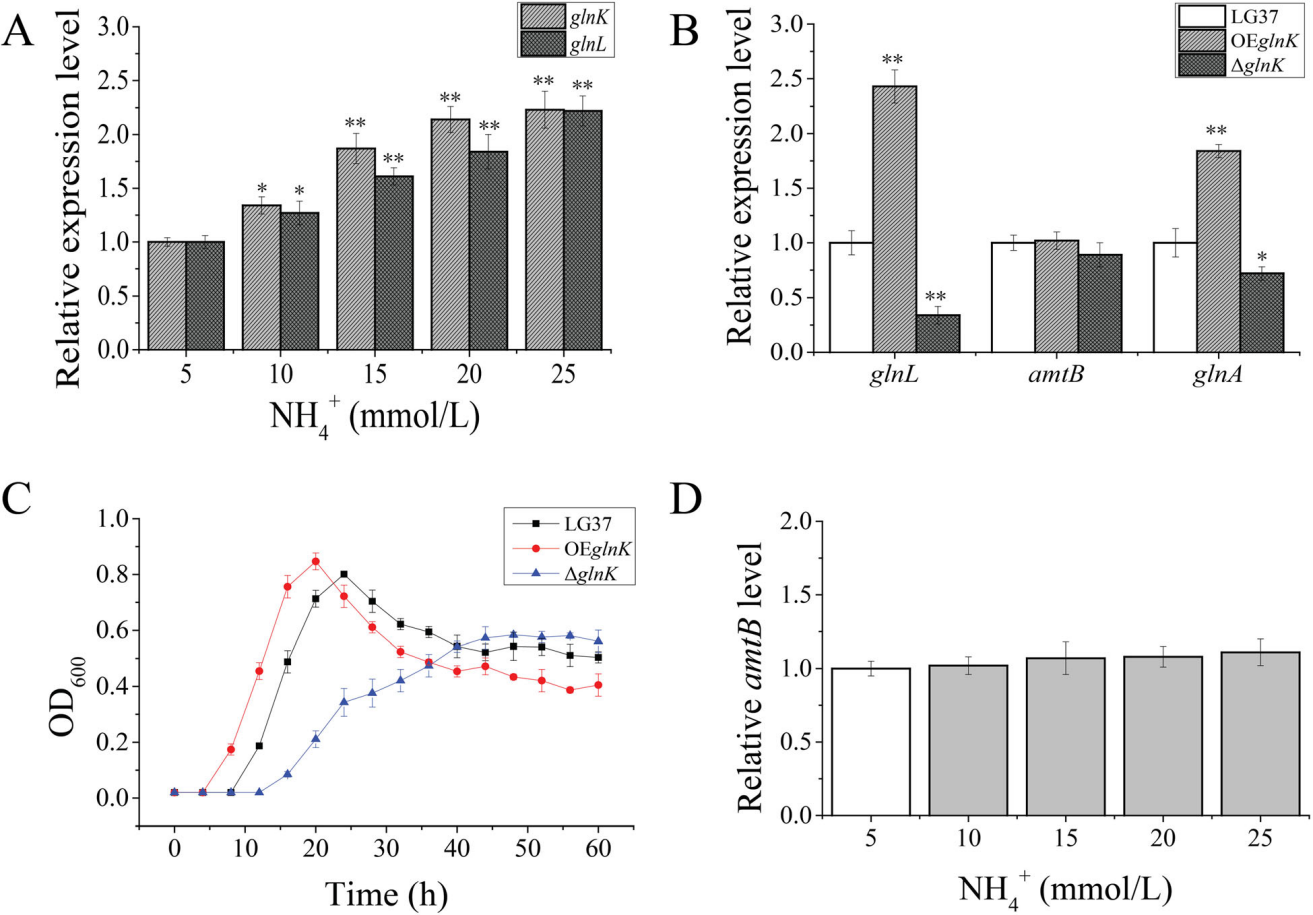
Function authentication of LG37 with *glnK* deletion (Δ*glnK*) and overexpression (OE*glnK*) by RT-qPCR analyses. **a** Relative-expression analysis for *glnK* and *glnL* of wild-LG37 cultured with different NH_4_^+^ concentration, 5 mmol/L as control. **b** Quantitative relative-expression analysis of *glnL*, *amtB,* and *glnA* in wild-LG37 and mutant OE*glnK* and Δ*glnK* strains. **c** The growth curve analysis of the wild-type and both mutant strains (Δ*mnrA* and OE*mnrA*) cultured in minimum medium with 10 mmol/L NH_4_^+^. **d** Quantitative analysis of *amtB* relative expression level of wild-LG37 cultured with increasing NH_4_^+^ concentration, 5 mmol/L as the control. These results are means ± SD. *P < 0.05, **P < 0.01 versus control

### Functional analysis of related genes using OE*glnK* and Δ*glnK* in NH_4_^+^ metabolism

To demonstrate the functionality of the GlnK in NH_4_^+^ assimilation pathway, *glnK* was knocked out (LG37-Δ*glnK*) by applying the CRISPR/cas9 technology (Additional File 8) using pHT1K plasmid that developed overexpression mutant (LG37-OE*glnK*) strain (Additional File 9). The mutants were analyzed for the regulation of ammonia assimilation related genes (*glnL*, *amtB,* and *glnA*) by RT-qPCR assays along with wild LG37 strain, following cultivation in 10 mmol/L NH_4_^+^ containing minimal medium. The LG37-OE*glnK* strain increased the expression of about 2.5 folds and 1.8 folds, while the LG37-Δ*glnK* strain lead to a decrease in the expression to 0.25 and 0.7 folds for *glnL* and *glnA*, respectively. No notable changes were recorded in the *amtB* gene expression compared to that of control (Fig. 6b). The growth curve of both the mutated strains represented variations in growth with increased growth in LG37-OE*glnK* and decreased growth for LG37-Δ*glnK* strain when compared to the wild-LG37 strain (Fig. 6c). These results indicated that the GlnK plays a significant role in the NH_4_^+^ assimilation of LG37.

Based on the above results, we noted that the GlnK senses the NH_4_^+^ concentration and regulates *glnL* expression through signal transduction, and further, the GlnL promotes *glnA* and *amtB* in favor of NH_4_^+^assimilation. Besides, AmtB as an ammonium transporter, there was no significant expression among the 3 groups (Fig. 6b), which is similar to that of the transcriptome results of *amtB* between NH_4_^+^-N and Gln-N nitrogen groups. Hence, we analyzed the relative expression of AmtB in wild-LG37 at an increased NH_4_^+^ concentration, and the results exhibited no difference in their expression pattern even at the highest NH_4_^+^-N levels (Fig. 6d). The above data suggest that the GlnK plays a vital role in regulating GlnL and GlnA, and still, the AmtB were not as a specific positive factor for NH_4_^+^ transporter of LG37 in assimilation. Therefore, it has been ruled out that there might be other NH_4_^+^ transporters in the case of LG37.

### Determination of the NH_4_^+^ transporter MnrA in LG37

Considering the relative expression of *amtB* indicated in Fig. 6b and d, we discovered that the AmtB is not specific in the NH_4_^+^ transport of LG37, but this finding was only based on our transcriptomic and mRNA expression data and not direct assessment. Thus, we further analyzed our transcriptome data for another transporter, where we noticed mnrA with a 2.93-fold change in expression. 

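The MFS transporter gene mnrA (orf03634) rose with NH4+-N, as did 6 other genes of the table with identifiers between orf03624 and orf03634. The TMM-scaled count of mnrA was 467, 475 and 812 in Gln-N1, Gln-N2 and Gln-N3 and 1710, 1871 and 2303 in NH4+-N1, NH4+-N2 and NH4+-N3, with means of 584 ± 197 (SD, n = 3) and 1961 ± 307 (SD, n = 3). Its log2 fold change was 1.75 (standard error 0.22, adjusted p = 0.00127 from edgeR's quasi-likelihood test). Every NH4+-N library lay above every Gln-N library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The hypothetical protein orf03625 rose from 85.3 ± 40.3 (SD, n = 3) to 312 ± 66.2 (SD, n = 3), a log2 fold change of 1.87 (standard error 0.30, adjusted p = 0.00375 from edgeR's quasi-likelihood test). The table holds 8 genes in this range of identifiers, which was chosen after the values were seen, and 7 of them rose, with log2 fold changes from 1.02 to 1.87 over the 8. Besides the genes of Additional File 4, these were the hypothetical protein orf03624 (log2 fold change 1.02, adjusted p = 0.00582 from the same test) and a cold-shock protein (orf03627, 1.06, adjusted p = 0.0125, and 0.0587 without NH4+-N3). Of the 7, ydeB did not pass without Gln-N2, NH4+-N1, NH4+-N2 or NH4+-N3. The gene amtB is not analysed here. From amtB expression that did not differ between the nitrogen sources, in the glnK mutants or with NH4+ concentration, the paper proposes other NH4+ transporters in LG37, and it took mnrA from the transcriptome for further tests.

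**Figure D4:**
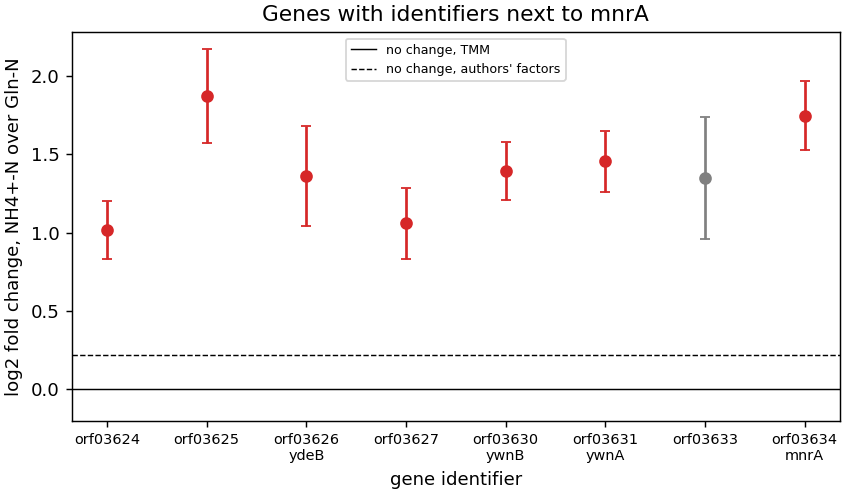
Log2 fold change (NH4+-N over Gln-N) of the 8 genes from orf03624 to orf03634, with bars of 1 standard error on each side. The hypothetical protein orf03633, in grey, did not pass the test (adjusted p = 0.0529 from edgeR's quasi-likelihood test), and all 8 lie above 0.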

(Additional File 4). To verify whether MnrA plays a role in NH_4_^+^ assimilation, we detected the expression of *mnrA* of LG37 after culturing with different NH_4_^+^-N concentrations by using RT-qPCR. The expression of *mnrA* increased with an increase in NH_4_^+^-N concentrations (Fig. 7a). In the LG37-Δ*glnK* and LG37-OE*mnrA* mutant strains, the *mnrA* expression was increased by a factor of 1.67 and decreased to 0.35, respectively, compared to that of wild-LG37 strain (Fig. 7b). Similarly, we determined the growth of both strains showed increased growth pattern in LG37-OE*mnrA,* whereas LG37-Δ*mnrA* strain showed a decreased growth compared to that of wild-LG37 strain (Fig. 7c). These results demonstrated that MnrA is essential for the NH_4_^+^ assimilation process in LG37.

**Fig. 7:**
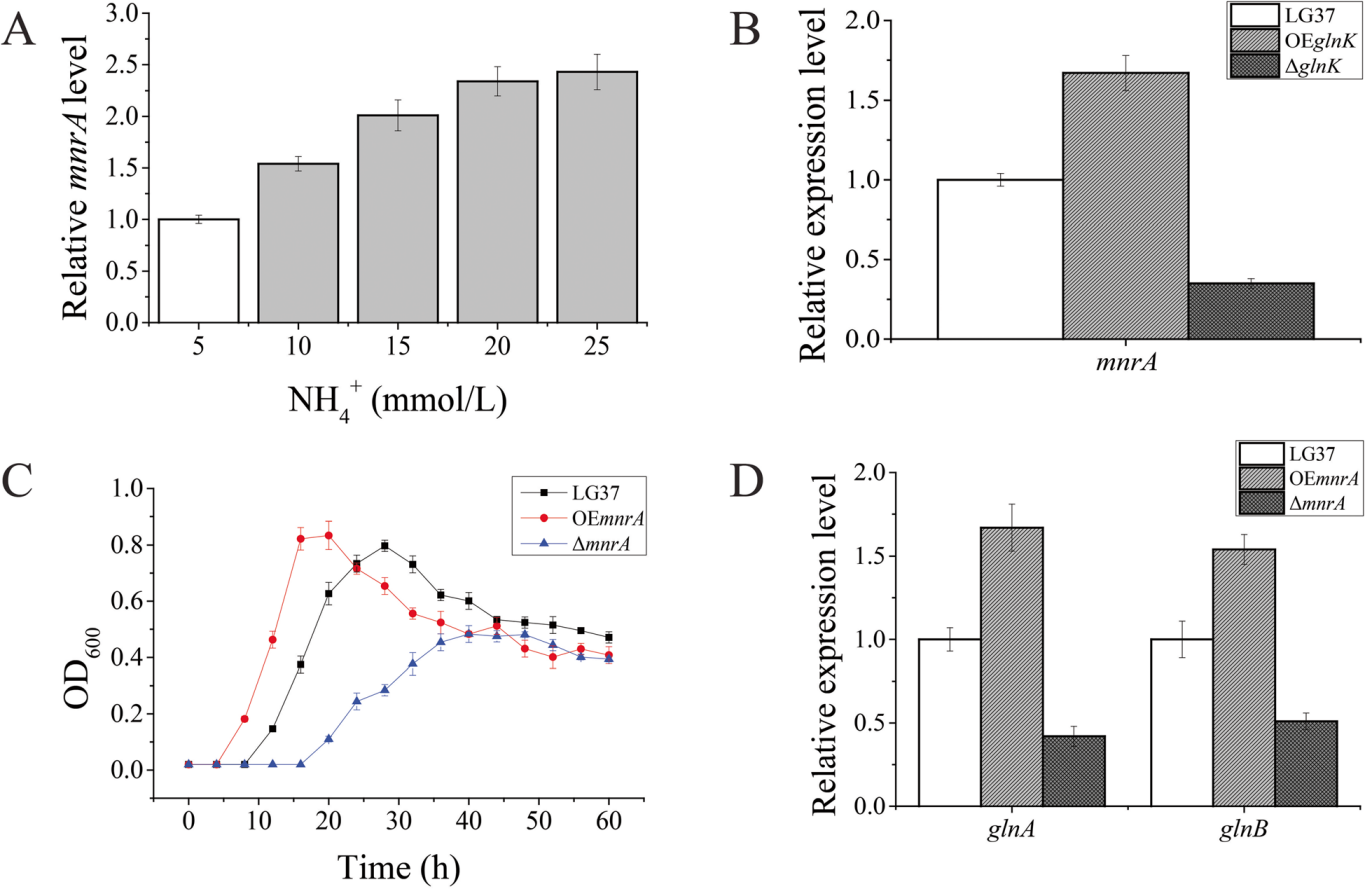
Function authentication of LG37 with *mnrA* deletion (Δ*mnrA*) and overexpression (OE*mnrA*) by RT-qPCR analyses. **a** Relative-expression analysis of *mnrA* gene in wild-LG37 with increasing concentration of NH_4_^+^ in minimal medium, 5 mmol/L as control. **b** The OE*mnrA* expression was increased and the Δ*mnrA* was hindered compared to that of wild-LG37 when cultured in minimal medium with 10 mmol/L NH_4_^+^. **c** The growth curve analysis of wild-LG37 and both mutant strains (Δ*mnrA* and OE*mnrA*) cultured in minimum medium with 10 mmol/L NH_4_^+^. **d** The downstream functional genes *glnA* and *glnB* expression was increased in OE*mnrA* and decreased in Δ*mnrA* which cultured with 10 mmol/L NH_4_^+^. These results are means ± SD. *P < 0.05, **P < 0.01 versus control

Further, to extend our studies on MnrA, we analyzed the expression of downstream functional genes *glnA* and *glnB* in the NH_4_^+^ assimilation pathway for both LG37-OE*mnrA* and LG37-Δ*mnrA* strains. The relative-expression levels of *glnA* (1.7 folds) and *glnB* (1.6 folds) were increased in the OE*mnrA* strains, whereas, in the Δ*mnrA* strain the expression of *glnA* and *glnB* were only 0.3 and 0.5 folds, respectively (Fig. 7d). These findings demonstrated that the MnrA was served as the transporter and play a significant role in the process of NH_4_^+^ assimilation in LG37.

## Discussion

Present-day intensive aquaculture practices are often accompanied by a large volume of excretes and other organic residue accumulations, resulting in the water quality deteriorations. In particular, the building of nitrogenous compounds, namely nitrite and ammonia, are harmful to the aquatic animals, although in their least concentrations [43, 44]*.* Proper aquatic animal health management exercises begin with the maintenance of water quality. It can be achieved by assisting with various biological forms of lives that including various of *Bacillus* species. Indeed, demonstration of genetic heterogeneity nature of various *Bacillus,* not only in genetically distinct in subgroups but also within a clonal and synchronized bacterial population [6]. To date, a certain amount of *Bacillus* species such as *B. methylotrophicus* strain L7 [6], *B. velezensis-*M2 [14], *B. azotoformans* LMG 9581 T [22], *B. subtilis*, strain A1 [45], and *B. subtilis* [46] strains demonstrated substantial ammonia nitrate removal. All of those previous findings suggesting an encouraging sign, lead us to isolate the potentially efficient Bacillus strain for NH_4_^+^ assimilation and to determine the mechanism of a complex metabolic network like signal inductors, transcriptional regulators, transporters, assimilation enzyme and so on. The increased heterogenetic gene-expression of the bacterial population could not only utilize the existing nutrients for their growth but also get a benefit for the survival of the bacterial population in extreme conditions. One needs to study the interacting molecules and their networks, contribute to understanding the biological system function [47].

In the present study, a *Bacillus velezensis* LG37 was isolated from the aquaculture pond that exhibited a greater nitrogenous compound removal between the three isolated strains. The LG37 strain illustrated good growth at a wide range of temperature, pH, and salinity. For the transcriptomic approach of nitrogenous substances, we determined the growth conditions using the minimal inorganic medium that lack rich nutrients incorporated with organic (Glutamine-N) and inorganic nitrogen (NH_4_^+^-N) for ammonia nitrogen metabolism at the molecular level in LG37. Undoubtedly, the LG37 could able to grow well in both N-substrates but to bypass overstressing and to offer other nutrients from the minimal media; the substrates were volume-averaged to 10 mmol/L. Mining the potential genes from the transcriptome data may shed light on the mechanism of N-metabolism of LG37*.*

To dissect the role of differential gene expression (DEGs) profiles, a global transcriptomic profiling method was employed for the LG37 genome that cultivated under two different N-sources. Annotation for the Ammonia N-metabolism of LG37 was established using the NCBI and UniProt database and compared to that of COG and KEGG pathway following the *B. velezensis* FZB42 genome as a reference. Here, we obtained 812 DEGs (76 upregulated gene and 736 down-regulated genes) from the transcriptomic data analysis and found out 18 upregulated candidate genes, which might have involved in the NH_4_^+^ assimilation pathway. 

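Besides glnK, 3 genes of two-component systems, which couple a sensor kinase to a DNA-binding regulator, rose with NH4+-N. Of 16 measured genes of this list, 4 rose and none fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test (5 and 1 when adjusted over the list alone, 4 and 2 with the authors' factors, 5 and 2 by DESeq2). At an unadjusted p under 0.05, 5 were higher and 2 lower, and without Gln-N2 1 fell. The DNA-binding response regulator orf00488 had a log2 fold change of 1.21 (standard error 0.28, adjusted p = 0.022 from the same test), and its adjusted p was 0.131, 0.111, 0.0549 and 0.091 without Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3. The sensor histidine kinases orf01166 and orf01645, chosen after their values were seen, had log2 fold changes of 0.94 (standard error 0.09, adjusted p = 0.000567 from the same test) and 0.78 (standard error 0.14, adjusted p = 0.0049). By camera the list did not pass under TMM (adjusted p = 0.0785, and 0.461 with an estimated correlation) and was higher with the authors' factors (adjusted p = 0.0206), and its median was 0.12 under TMM and -0.10 with the authors' factors. Of 100 hypothetical proteins, genes with no known function, 14 rose and 5 fell (15 and 9 when adjusted over the list alone), while 12 rose and 16 fell with the authors' factors. The hypothetical protein orf00290 had a log2 fold change of 0.91 (standard error 0.11, adjusted p = 0.00113 from the same test) and orf02905 one of -0.93 (standard error 0.14, adjusted p = 0.00263). The hypothetical protein orf00188 of Additional File 4 had a log2 fold change of 1.36 (standard error 0.31, adjusted p = 0.0191 from the same test), and its adjusted p was 0.118, 0.065, 0.0718 and 0.0868 without Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3. Camera placed the hypothetical proteins higher than the other genes (adjusted p = 0.0424), but not with an estimated correlation (0.461), with the upper quartile (0.0697) or the totals (0.121) of the table, or without Gln-N1 (0.0538), Gln-N2 (0.0755) or NH4+-N1 (0.0881). Of these proteins, 9 rose and 10 fell without Gln-N2, 8 and 2 without NH4+-N1, and 8 and 2 without NH4+-N3, and their median turned from 0.12 to -0.09 with the authors' factors.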

The upregulated DEGs include *glnK*/g*lnL* (two-component regulatory system), three transcriptional regulators, one for transporter and ABC transporter permease, eight unannotated functional genes and others. Many previous studies reported that the member of the two-component GlnK/GlnL (histidine kinase/DNA-binding response) regulatory system upon activation regulate the downstream genes such as the transporter *amtB* (*nrgA*) and convert the ammonia into glutamine through ATP-dependent condensation by glutamine synthetase (GS, encoded as *glnA*) [48, 49]. GlnK, as a signal-transduction protein molecule of the two-component regulatory system, senses the existence of extracellular nitrogen and activates the GlnL response regulator by the phosphoryl group [36]. Our results were in accordance with the previous studies, demonstrated that the two-component regulatory system *glnK* and *glnL* were significantly upregulated that are classified for sensor kinases (4.26 folds) and a transcriptional regulator (4.12 folds), respectively. However, the 16 DEGs that have not been reported to involve in either of the following NH_4_^+^ assimilation pathways, glutamine synthetase (GS), glutamate synthase (glutamine 2-oxoglutarate amidotransferase (GOGAT), and glutamate dehydrogenase (GDH)) NH_4_^+^ assimilation pathways which are normally used by bacteria for NH_4_^+^ assimilation. 

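A gene of glutamine synthetase and a gene of glutamate synthase were higher with NH4+-N than with Gln-N under TMM. Type I glutamate-ammonia ligase (orf02368), which is glutamine synthetase, had a TMM-scaled count of 1179 ± 206 (SD, n = 3) on Gln-N and 1991 ± 352 (SD, n = 3) on NH4+-N, a log2 fold change of 0.76 (standard error 0.16, adjusted p = 0.0125 from edgeR's quasi-likelihood test). Glutamate synthase subunit beta (orf02227) rose from 1661 ± 165 (SD, n = 3) to 2760 ± 449 (SD, n = 3), a log2 fold change of 0.73 (standard error 0.14, adjusted p = 0.00839 from the same test). The nitrogen regulatory protein PII (orf00623) did not pass, with a log2 fold change of 0.18 (95% confidence interval -0.04 to 0.41, adjusted p = 0.327 from the same test) that turned to -0.03 with the authors' factors. Glutaminase (orf03889), which releases ammonium from glutamine, had a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.496 from the same test), and -0.10 with the authors' factors. A pair of Glu/Leu/Phe/Val dehydrogenases, a family that includes glutamate dehydrogenase, chosen after their values were seen, had log2 fold changes of 0.04 (orf01968, adjusted p = 0.79 from the same test) and -0.01 (orf01837, adjusted p = 0.95). With the authors' factors these were -0.18 and -0.23, while orf01837 fell with the clean reads (-0.30, adjusted p = 0.0289 from the same test). Of 5 measured genes of the nitrogen assimilation core, 3 rose and none fell at an adjusted p under 0.05 from the same test (3 also when adjusted over the list alone and by DESeq2), and none was lower at an unadjusted p under 0.05. These are glnK, which the study had also listed as a candidate on these samples, glutamine synthetase and glutamate synthase. Camera placed the list higher than the other genes (adjusted p = 0.012, and 0.461 with an estimated correlation). The call of glutamine synthetase ended without Gln-N1 (adjusted p = 0.0556 from the same test), without NH4+-N3 (0.0587), with the authors' factors (log2 fold change 0.53, adjusted p = 0.0538) and with the clean reads (adjusted p = 0.0526).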

Presently, it cannot be ruled out the possibility, and further studies will address the features of the unreported functional genes involved during ammonia assimilation.

Considering the greater challenges related to the data derived from the transcriptomic study that have to be further verified by other approaches, including RT-qPCR [50, 51]. In our study, to eliminate the effects of possible amplification bias, we validated the expression patterns of the 8 randomly selected genes using the RT-qPCR. The primary results displayed that the pattern distribution and gene-expression levels were highly correlated with Illumina sequencing data. Additionally, these comparative data presented that not all the functional genes contributed in the same manner but also proved the significance of the genes in the ammonia assimilation process. Although the preliminary results provide a theoretical basis, such information still required an in-depth analysis of potential functional genes in the NH_4_^+^ assimilation metabolic network of LG37.

Following our transcriptome data, it was shown that there is no positive correlation between *glnK* and *amtB*. We speculate that the AmtB is not specific for NH_4_^+^ transport, as well as there was not a direct interaction also between GlnK and AmtB. To test the role of LG37 specific genes in NH_4_^+^ assimilation, mutant strains were constructed using the all-in-one CRISPR-Cas9 genome editing system to develop knockout (pJOE8999) [52] and overexpression (pHT1K) LG37 strains. It was again exposed that GlnK does not have a correlated mechanism with the transporter AmtB between the wild-LG37 and mutant (OE*glnK* and Δ*glnK*) strains. Whereas, the *glnL* and *glnA* expressions were significantly upregulated in the wild strain as well as in the LG37 mutants (OE*glnK* and Δ*glnK*). Similarly, growth curves of the wild-type and mutant strains demonstrated a consistent decrease in the growth of Δ*glnK* mutant; however, little difference was observed between OE*glnK* and the wild-type strain (Fig. 6c). The reduced growth of the knockout cells might be due to the inability to utilize the N-compounds where the minimal media contained only necessary essential nutrients. These results indicated that although *glnL* and *glnA* was induced, the *amtB* gene was found to be non-essential for the transport of NH_4_^+^ in LG37 strain. Thus, LG37 might likely adopted distinct NH_4_^+^ transporter mechanism similar to that of AmtB in other *Bacillus* strains.

Conversely, based on the LG37 transcriptomic data, we found a distinct transporter (*mnrA*) was upregulated to 2.92 folds, and we speculate that MnrA might be an alternate NH_4_^+^ transporter in LG37. The MnrA is a single-polypeptide secondary carrier transmembrane transporter protein belong to the Major Facilitator Superfamily (MFS) that promotes small solutes in response to chemiosmotic ion gradients [53, 54]. The relative expression levels of *mnrA* showed remarkable expression levels when LG37 grown in the increasing NH_4_^+^ concentrations, thus the same reflected in the OE*glnK* mutant strain. The Δ*glnK* mutant resulted in a reduction of *mnrA* expression compared to that of wild type.

Furthermore, to confirm this theoretical assumption, we constructed the Δ*mnrA* and OE*mnrA* LG37 strains, as mentioned earlier, and analysed for their growth and the expression of downstream genes (*glnA* and *glnB*) by RT-qPCR. Our analysis revealed that growth characteristics of the LG37 *mnrA* mutant strains were almost similar to the growth of *glnK* mutants and the contrasting expressions of *glnA* and *glnB* genes between the strains, compared to that of wild-LG37.

## Conclusions

The newly isolated bacterium *Bacillus velezensis* was named as *B. velezensis* LG37, showed its ability of well growing in various basic parameters and its heterotrophic capacity to utilize both NH_4_^+^-N and Glutamine-N as a sole nitrogen source. The transcriptome sequence analysis under different nitrogenous sources proposed that LG37 up-regulated (18) or down-regulated (9) genes predominantly related to nitrogen metabolism. Moreover, 18 up-regulated DEGs associated with a few hypothetical proteins, transcriptional regulator, transporter, transporter permease, and GlnK/GlnL regulatory system for assimilating the N-compounds. Further, we applied genome editing technology to the genes whose expression was impacted in nitrogen assimilation; the *glnK* mutants led to uncovering that *amtB* was not associated with ammonium transport (Fig. 6). However, knock out of *glnK* in LG37 showed comparable growth to wild-type/OE*glnK* on ammonia as a sole nitrogen source, which demanded us to expose the unidentified ammonia transport system. In particular, the upregulation of *mnrA* transcriptional expression was shown to correlate with the ammonia transporter specifically and exhibited the regulation of related downstream genes (*glnA* and *glnB*). Altogether, the MnrA was proved as a novel ammonium transporter in *Bacillus velezensis* LG37 and our results provide a theoretical basis and new clues to the NH_4_^+^ assimilation mechanism. Furthermore, we hypothesize that more than one ammonia transporter might have involved from the transcriptome of LG37 differential expression (Additional File 4), and this can be evaluated through subsequent experiments.

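Beside mnrA, natA and natB, 2 further ABC transporter genes and 2 further MFS transporter genes rose with NH4+-N. The product of orf00485 is an ABC transporter ATP-binding protein and that of orf00486 a bacitracin ABC transporter permease, of a type known from bacitracin resistance. Their log2 fold changes were 0.90 (standard error 0.23, adjusted p = 0.0361 from edgeR's quasi-likelihood test) and 1.03 (standard error 0.28, adjusted p = 0.0402). The identifiers of orf00485 and orf00486 are consecutive, as are those of natA and natB. The response regulator orf00488, which also rose, is close to orf00486 by identifier, so these genes may not have changed separately. The MFS transporters orf03589 and orf03551, chosen after their values were seen, had log2 fold changes of 0.67 (standard error 0.07, adjusted p = 0.00098 from the same test) and 0.60 (standard error 0.09, adjusted p = 0.00213). Of 23 measured genes of ABC transporters, 4 rose and none fell at an adjusted p under 0.05 from the same test (4 also when adjusted over the list alone and by DESeq2, and 4 higher and none lower at an unadjusted p under 0.05). With the authors' factors 2 of them rose and 1 fell, and the list's median was 0.12 under TMM and -0.09 on that scale. Camera placed the ABC transporters higher than the other genes (adjusted p = 0.0246, and 0.461 with an estimated correlation). Of 8 measured MFS transporters, 3 rose and none fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test (3 and 1 when adjusted over the list alone, by DESeq2, with the authors' factors and at an unadjusted p under 0.05). The median of the MFS list was 0.13 under TMM and -0.09 with the authors' factors. The member that was lower there is a sugar porter family protein (orf00292, chosen after its values were seen), with a log2 fold change of -0.44 (adjusted p = 0.098 from the same test) under TMM and -0.66 (adjusted p = 0.0224) with the authors' factors. By camera the MFS transporters did not differ from the other genes (adjusted p = 0.164, and 0.461 with an estimated correlation), but they did with the clean reads (0.0415). Of the 4 ABC transporter genes that rose, none passed without Gln-N2, natB alone passed without NH4+-N1 or NH4+-N3, and natA and natB passed without NH4+-N2. For orf00485 the adjusted p from the same test was 0.136, 0.16, 0.109 and 0.091 and for orf00486 0.104, 0.16, 0.125 and 0.117 without Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3, and with the authors' factors 0.0629 and 0.0594.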

## Methods

### Bacterial isolation

The *Bacillus* sp. was isolated among a collection of microbes from the aquaculture pond in Huazhong Agricultural University teaching practice base, Wuhan, Hubei Province, China, where grass carp was cultivated, following the following operating protocol. Briefly, a series of 10-fold diluted water samples in distilled water were inoculated (100 μL) on to the LB agar plates using a sterile triangle glass rod and incubated overnight at 32 °C. Three Bacillus isolates were obtained from the pond water and characterized for morphological, physiological, and biochemical characters extensively based on the Bergey’s Manual of Determinative Bacteriology [55]. Among them, one *Bacillus* (wild) strain was identified with the highest nitrogen removal efficiency and named as *Bacillus velezensis* LG37.

### Determination of optimal nitrogen concentration and other growth characteristics

To evaluate the growth of various nitrogen substrates and optimization of culture conditions for LG37 strains. The inoculum obtained from the late logarithmic phase was inoculated in 250 mL with 100 ml of Luria-Bertani (LB) broth (Additional File 10) [56] as batches with initial optical density (OD_600_) of 0.02. The batch operations were conducted and maintained at different temperatures (25, 28, 30, 32, 35, 37 °C), pH (5, 6, 7, 7.5, 8, 8.5, 9, 9.5), salinity (1, 2, 3, 4, 5, 6%), and dissolved oxygen (DO; 1.8, 3, 4.2, 6.0 mg/L) levels in minimal medium at 32 °C, under orbital shaking at 200 rpm. For N-optimization for the growth in minimal medium, 100 ml of minimal medium containing either Ammonium Sulfate-N [(NH_4_)_2_SO_4_] or glutamine-N individually as the sole nitrogen source were inoculated at different concentrations (5, 10, 15, 20, 25 and 30 mmol/L), and incubated as mentioned above. The biomass accumulation was determined for every 4 h by measuring the optical density (OD) at 600 nm by spectrophotometer (MAPADA V-1100D, China). All tests were repeated at least three times to confirm the growth patterns.

### RNA extraction, library construction, and high-throughput sequencing

*B. velezensis* LG37 grown in a minimal medium containing 10 mmol/L NH_4_^+^-N (treatment) and 10 mmol/L Gln-N (control) and adjusted their pH to 7.0 using HCl / NaOH before inoculating the culture. At the late log phase (0.4~0.7 OD), all the samples were harvested (each sample consists of three biological repeats) from each sample. Upon harvesting, the cells were immediately frozen by liquid nitrogen without adding any the killing buffer for further transcriptome analysis. Because *Bacillus* as a gram-positive bacterium that holds a thick peptidoglycan layer which resists such reagents for a while before acting upon, and the intended period or the mixtures might affect the nature of gene expression. The frozen bacteria were pulverized carefully in a mortar using a pestle with a constant supply of liquid nitrogen. The pulverized powder was uniformly (with high agitation) dissolved in 1 mL TRIzol Reagent (Invitrogen, CA, USA). Chloroform (200 μL) was added, and the solution further shaken thoroughly. It was then kept on ice for 5 min. Centrifugation (10,000×g, 15 min) was carried out before 1:1 (v/v) of supernatant, and isopropyl alcohol was uniformly and gently mixed with a pipette. The mixture was returned to the ice for 20 min, then centrifuged (10,000×g, 30 min). The supernatant was carefully discarded, 1 ml of 70% ethanol pipetted into the tubes to wash the residual pellet by gently allowing the ethanol to flow over the pellets, while partially rotating the tubes. The ethanol was then discarded carefully. The wash-discard process repeated twice; then, the tubes were air-dried for 5 min. The RNA pellets were then dissolved in 80 μL of RNase-free water. The quality and quantity of the RNA were assessed by NanoDrop 2000/2000c (Thermo Scientific, Wilmington, DE, USA) and RNA integrity number (RIN) by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The mixture was then stored at − 80 °C [22]. Before RNA sequencing, 10 μg of total RNA from all samples was first treated RNase-free DNase I (Takara, Japan) to digest DNA remnants. RiboZero rRNA removal kit (Epicentre, USA) for gram-positive was used to eliminate ribosomal RNA before RNA sequencing analysis was done. One hundred nanograms of rRNA-less RNA from each test were fractionated into 200~300 nucleotides (nts) and utilized as a format for random prepared PCR. Strand-specific cDNA libraries were generated by standard procedures for ensuing Illumina sequencing using the mRNA-seq Test Prep pack (Illumina, USA) system platform (Shanghai Oebiotech Co., Ltd., Shanghai, China).

### Transcriptome data analysis

Duplicated sequences, ambiguous reads, and low-quality reads (Q > 20) were removed and assembled from the raw reads. Then the clean reads were mapped against the reference genome *B. velezensis* FZB42 (GenBank accession code: NC_009725.1) using the Burrows-Wheeler transform (BWT) algorithm [57]. To analyse, differentially expressed genes (DEGs) levels with a different nitrogen source, the number of reads were calculated by using Reads Per Kilobase per Million Mapped Reads (RPKM) [58]. The Upper Quartile (UQ) normalization factors were applied to the samples and multiplied by the mean upper quartile by applying the FDR adjustment with the threshold of < 0.05 q-values to compare different experiments or samples using Rockhooper2 [59]. Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq R package (1.18.0) [60]. To analyze functional annotation, all the unigenes were compared by the evolutionary genealogy of genes: Clusters of Orthologous Groups (COG) and Kyoto Encyclopedia of Genes and Genomes (KEGG) under the cutoff of *P*-value < 0.05 using BLAST program [61, 62].

### Gene expression analysis by quantitative RT-PCR

Further to validate the transcriptomic data between the different nitrogen concentrations, 8 DEGs that including *glnK, glnL, mnrA, ywnA1, ydeB, narI, thrB*, and *thrC* were selected to analyse by quantitative real-time RT-PCR (RT-qPCR). Total RNA of each sample (the same sample used in RNA-seq) was first reverse-transcribed by random primer. Obtained cDNAs were further applied for RT-qPCR. The RT-qPCR reactions were carried out using the SYBR Premix Ex Taq kit (Takara, Japan) in a StepOne Real-Time PCR System (Applied Biosystems, Carlsbad, CA), according to the manufacturer’s instructions. Specific qPCR primers were designed by Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast) based on the target sequences and synthesized by Shanghai Shenggong Biotechnology Co., Ltd., China (Additional File 11). The RT-qPCR reaction mixtures were prepared in triplicates using 10 μl of 2 × Power SYBR® Green PCR Master Mix (Applied Biosystems™) containing 1 μl of each primer (0.4 μM), 1 μl of cDNA and 7 μl ddH_2_O. PCR amplification was performed under the following conditions: 95 °C for 5 min, followed by 45 cycles of 95 °C for 10 s, 57 °C for 10 s and 72 °C for 10 s, finally at 95 °C for 15 s, for dissociation curve analysis, continued with 60 °C for 60 s and 95 °C for 10 s. The relative expression ratio of the target genes versus the 16S rDNA gene was calculated using the 2^-ΔΔCT^ method, and all data were given in terms of relative mRNA expression [63].

### Construction of *glnK* and *mnrA* knockout LG37 strains

The mutant Δ*glnK* strain with *glnK* deletion and Δ*mnrA* with *mnrA* deletion were constructed with chimeric single guide RNA (sgRNA) using the plasmid pJOE8999 and the homologous recombination methods as described [51]. The 20-nt protospacer adjacent motif (PAM) sequence was determined with 20 bp upstream of 5′-NGG-3′ in *glnK* and *mnrA* sequences of *B. velezensis* LG37, and the primers were designed and synthesized by Shanghai Sangon Biotechnology Co., Ltd. (Additional File 11). The pJOE8999 plasmid was digested with *Bsa*I restriction enzyme. Both products of primers sgRNA-*glnK* and sgRNA-*mnrA* were then ligated to generate pJOE8999-sgRNA-*glnK* and pJOE8999-*mnrA* plasmids, respectively.

The backbone of the vector and the spacer sequence was integrated by using 600 bp of upstream and 600 bp of downstream (UD) DNA fragments respective to *glnK* and *mnrA* amplified from the LG37 genomic DNA by homologous exchange fragments (HEFs). The complete *glnK* and *mnrA* HEFs were obtained by gene splicing by overlap extension PCR (SOEPCR). The obtained two complete HEFs sequences of *glnK* and *mnrA* were inserted into pJOE8999 plasmid in the *Sfi*I recognition site by *Sfi*I restriction endonuclease cleavage to accomplish the integrating plasmid pJOE8999-sgRNA-*glnK*UD and pJOE8999-sgRNA-*mnrA*UD. The fidelity of selected mutants of sgRNA DNA and HEF inserts were verified by sequencing and restriction enzyme digestion analysis. The pJOE8999 vector has a kanamycin resistance gene (*kanR*) encodes KanRP as a reporter protein and possesses a kanamycin resistance marker for convenient screening. The detailed procedures were illustrated in Additional File 8.

### Construction of *glnK* and *mnrA* overexpression LG37 strains

To investigate the exact role of *glnK* and *mnrA* in ammonia assimilation, the P_*xyl*_ promoter DNA region from LG37 genomic DNA was amplified, and the PCR products were inserted into the pHT1K expression vector on *Nco*I and *Bam*HI restriction endonuclease recognition site. Subsequently, PCR amplified products of LG37 genomic *glnK* and *mnrA* were cloned into the integrating plasmid pHT1K-P_*xyl*_ at *Bam*HI and *Kpn*I restriction endonuclease recognition site to obtain pHT1K-P_*xyl*_-*glnk* and pHT1K-P_*xyl*_-*mnrA* recombinant plasmids, respectively. The DNA sequences were amplified using primers listed in (Additional File 11). The acquired plasmids were transformed into competent *Escherichia coli* DH5*α* cells for overnight cultivation in LB ampicillin plates at 37 °C. Positive clones containing inserts of the expected size for P_*xyl*_, *glnK,* and *mnrA* fragments were verified by sequencing and by using specific restriction enzyme digestion analysis. Both recombinants were transformed separately into LG37 by electroporation, and successful transformants were screened with 25 μg/mL erythromycin in LB solid medium. Diagrammatic representation of a typical OE plasmid construction was shown in Additional File 9.

### Statistical analysis

Statistical analyses were performed using a statistical package for social sciences (SPSS, 18.0) software, and all data were represented as mean ± standard deviation (*SD*) of three independent experiments. The statistical significance was assessed by one-way analysis of variance (ANOVA), and the figures were drawn in Origin 9. Values *p* < 0.05 (*) was considered to be statistically significant difference and *p* < 0.01 (**) value as extremely difference, whereas *p* > 0.05 as not significant values.

## Supplementary information

**Additional file 1 Table S1.** Composition of Minimal media.

**Additional file 2 Table S2.** List of primers sequences used in this study.

**Additional file 3 Figure S1.** Construction of LG37 - ΔglnK and ΔmnrA mutant strains. (A) The physical map of CRISPR-Cas9 vector pJOE8999 (Altenbuchner, 2016) [52] (B) The targeted sgRNA sequences of glnK and mnrA containing 20 bp guide sequence with 5′NGG upstream along with the Bsa I (Bold) restrictions at both the ends. (C) The homologous exchange fragments of glnK (glnKUD) and mnrA (mnrAUD) consist of 600 bp upstream and downstream, respectively along with the SfiI restriction sites (Bold) at both the ends to link the spacer sequences.

**Additional file 4 Figure S2.** Physical map structure of pHT1K-P_xyl_ vector and construction of overexpression plasmids (pHT1K-P_xyl_-glnK and pHT1K-P_xyl_-mnrA). Schematic diagram showing the *E. coli* origin, an ampicillin resistance gene (AMP^R^), pHT1K under the control of P_xyl_ promoter (Pink), and the genes of interest (glnK and mnrA, Blue) in between the Kpn I and BamH I restriction endonuclease recognition site.

**Additional file 5 Figure S3.** Growth curves of LG37 generated to determine the optimal culture conditions. A: temperature (25, 28, 30, 32, 35, 37 °C), B: salinity (1, 2, 3, 4, 5, 6%), C: pH (5, 6, 7, 7.5, 8, 8.5, 9, 9.5), D: dissolved oxygen (DO; 1.8, 3, 4.2, 6.0 mg/L).

**Additional file 6 Table S3.** Summary statistics of sequencing library.

**Additional file 7 Table S4.** Summary of assembly and prediction of LG37.

**Additional file 8 Table S5.** The candidate related genes of NH_4_^+^ metabolism.

**Additional file 9 Table S6.** All the identified DEGs in this study by Gene Ontology terms.

**Additional file 10 Table S7.** All the identified DEGs in this study by Kyoto Encyclopedia of Genes and Genomes.

**Additional file 11 Table S8.** List of randomly selected DEGs for RT-qPCR.

## Data Availability

RNA-seq date have been submitted to GEO under the accession number GSE136178.

## Abbreviations

CRISPR-Cas: The clustered regularly interspaced short palindromic repeat (CRISPR)-Associated (Cas) systems
DEGs: Differentially expressed genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOG: EuKaryotic
LG37: *Bacillus velezensis* LG37
OD: Optical density
RT-qPCR: Quantitative Polymerase Chain Reaction

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 1 — Additional file 1 Table S1. Composition of Minimal media.

**Table S1**

Summary statistics of sequencing library.

| **Sample** | **Raw_reads** | **Clean_reads** | **Valid_bases** | **GC** |
| --- | --- | --- | --- | --- |
| Gln-N1 | 19399436 | 19091060 | 93.61% | 47.27% |
| Gln-N2 | 19558394 | 19270408 | 93.91% | 47.40% |
| Gln-N3 | 19366106 | 19079520 | 93.18% | 47.04% |
| NH_4_^+^-N1 | 19436332 | 18922170 | 92.68% | 46.87% |
| NH_4_^+^-N2 | 19320848 | 18818298 | 92.68% | 46.85% |
| NH_4_^+^-N3 | 19399846 | 18865012 | 92.57% | 46.72% |

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 2 — Additional file 2 Table S2. List of primers sequences used in this study.

**Table S2**

Summary of assembly and prediction of LG37.

| **Statistic item** | **Number** |
| --- | --- |
| Number of predicted transcripts (not antisense) | 30 |
| Number of new predicted transcripts | 63 |
| Number of predicted multi-gene operons | 759 |
| Number of predicted RNAs (antisense) | 33 |
| Number of differentially expressed protein coding genes | 2569 |
| Number of 5’UTR | 2131 |
| Number of 3’UTR | 2037 |

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 6 — Additional file 6 Table S3. Summary statistics of sequencing library.

**Additional File 4**

The candidate related genes of NH_4_^+^ metabolism.

| **Gene ID** | **Product** | **Fold change (*q-*value<0.05)** | |
| --- | --- | --- | --- |
|  |  | **Up-regulated** | **Down-regulated** |
| *orf03938* | Sensor histidine kinase GlnK | 4.26 |  |
| *orf03939* | DNA-binding response regulator GlnL | 4.12 |  |
| *orf03940* | Hypothetical protein | 3.83 |  |
|  | DUF2651 domain-containing protein | 3.50 |  |
| *orf03625* | Hypothetical protein | 3.13 |  |
| *orf03916* | Hypothetical protein | 3.08 |  |
| *orf02113* | Hypothetical protein | 3.08 |  |
| *orf03634* | MFS transporter MnrA | 2.93 |  |
| *orf03936* | ABC transporter permease NatB | 2.76 |  |
|  | Hypothetical protein | 2.46 |  |
| *orf03631* | Rrf2 family transcriptional regulator YwnA | 2.39 |  |
| *orf00656* | Hypothetical protein | 2.33 |  |
| *orf03630* | NAD(P)-dependent oxidoreductase YwnB | 2.28 |  |
| *orf00188* | Hypothetical protein | 2.22 |  |
| *orf03633* | Hypothetical protein | 2.20 |  |
| *orf03626* | CarD family transcriptional regulator YdeB | 2.19 |  |
| *orf03937* | ABC transporter ATP-binding protein NatA | 2.04 |  |
| *orf00488* | DNA-binding response regulator | 2.00 |  |
| *orf00068* | CtsR family transcriptional regulator CtsR |  | -2.04 |
| *orf01620* | SAM-dependent methyltransferase RamA |  | -2.07 |
| *orf00581* | Serine hydroxymethyltransferase GlyA |  | -2.08 |
| *orf01102* | Threonine synthase ThrC |  | -2.20 |
| *orf01103* | Homoserine kinase ThrB |  | -2.32 |
| *orf01101* | Homoserine dehydrogenase HoM |  | -2.86 |
| *orf00547* | Nitrate reductase subunit gamma NarI |  | -2.89 |
| *orf01234* | DinB family protein DinB |  | -2.99 |
| *orf01440* | Murein hydrolase regulator LrgA |  | -5.61 |

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 9 — Additional file 9 Table S6. All the identified DEGs in this study by Gene Ontology terms.

**Additional File 7**

The DEGs for RT-qPCR.

| **Gene ID** | **Product** | **Fold change (*q*-value < 0.05)** | |
| --- | --- | --- | --- |
|  |  | **Up-regulated** | **Down-regulated** |
| *orf03938* | Sensor histidine kinase - GlnK | 4.26 |  |
| *orf03939* | DNA-binding response regulator - GlnL | 4.12 |  |
| *orf03634* | MFS transporter - MnrA | 2.92 |  |
| *orf03631* | Rrf2 family transcriptional regulator - YwnA | 2.39 |  |
| *orf03626* | CarD family transcriptional regulator - YdeB | 2.19 |  |
| *orf00547* | Nitrate reductase subunit gamma - NarI |  | -2.89 |
| *orf01102* | Threonine synthase - **ThrC** |  | -2.20 |
| *orf01103* | Homoserine kinase - **ThrB** |  | -2.32 |

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 10 — Additional file 10 Table S7. All the identified DEGs in this study by Kyoto Encyclopedia of Genes and Genomes.

**Table S7**

Composition of Minimal medium.

| **Components Conc. (g/L)** | | **1000 × trace elements**  **Components Conc. (g/L)** | |
| --- | --- | --- | --- |
| Glucose | 18.0 | CaCl_2_•2H_2_O | 0.73 |
| KH_2_PO_4_ | 13.1 | ZnCl_2_ | 0.17 |
| K_2_HPO_4_ | 1.2 | CuCl_2_•2H_2_O | 0.043 |
| Na3C6H5O7•2H2O | 0.05 | CoCl_2_•6H_2_O | 0.006 |
| MgSO•4H_2_O | 1.0 | Na_2_MoO_4_•2H_2_O | 0.006 |
| 1000 × trace elements | 1 ml | FeCl_2_•4H_2_O | 1.35 |
| NH_4_^+^ / glutamine-N | N mmol/L | MnCl_2_•4H_2_O | 0.01 |

**Note:** ‘N’ denotes the different concentrations of NH_4_^+^/glutamine-N.

# Supplementary material for: Bacillus velezensis LG37: transcriptome profiling and functional verification of GlnK and MnrA in ammonia assimilation
**Source:** BMC Genomics. 2020 Mar 6;21:215. doi: 10.1186/s12864-020-6621-1
**Supplement:** Supplementary file 11 — Additional file 11 Table S8. List of randomly selected DEGs for RT-qPCR.

**Additional File 11**

List of primers sequences used in this study.

| **Gene** | **Primer sequence** |
| --- | --- |
| sgRNA-*glnK* | TACG TTCAGGACTATACTACTCAA  AAGTCCTGATATGATGAGTT CAAA |
| sgRNA-*mnrA* | TACG TTCCTACCTATGATCAGATT  AAGGATGGATACTAGTCTAA CAAA |
| **PCR assays** |  |
| *glnK*-F | ATGAAATTAATTGATTATGTGAAA |
| *glnK*-R | CTAATTACTTATTGCTTCATTTGC |
| *glnK* (Upstream)-F | GAATTTTGAAACTGTTATATGCGG |
| *glnK* (Upstream)-R | TCATTAGATTATCCCCTGTTTTTAA-TGAATTATATATCCCATTCCTTTT |
| *glnK* (Downstream)-F | AAAGGAATGGGATATATAATTCA-TTAAAAACAGGGGATAATCTAATG |
| *glnK* (Downstream)-R | TATTACTTTTCTCCAAAAAGATAA |
| *glnK* (sfil)--F | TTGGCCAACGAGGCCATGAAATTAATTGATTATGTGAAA |
| *glnK* (sfil)--R | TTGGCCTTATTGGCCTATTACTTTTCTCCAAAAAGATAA |
| *mnrA*-F | ATGAAGTTTAACAAGAAAAAAATT |
| *mnrA* -R | TCATTCCTTTTCTGTTTGTTCCAT |
| *mnrA* (Upstream)-F: | ATGGTACGTTTATAGTGTTTTGTT |
| *mnrA* (Upstream)-R | CCGGTCAATTAAATGGATGTTTTTT-TTAATAATATCGACTCCTTAATTA |
| *mnrA* (Downstream)-F | ATAATTAAGGAGTCGATATTATTAA-AAAAAACATCCATTTAATTGACCG |
| *mnrA* (Downstream)-R | TTTAATTTCTTCTTCATTACAACC |
| *mnrA* (sfil)-F | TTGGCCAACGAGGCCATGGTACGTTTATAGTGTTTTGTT |
| *nmtA* (sfil)-R | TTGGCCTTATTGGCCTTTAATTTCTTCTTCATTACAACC |
| P*xyl* (*Nco* I)-F: | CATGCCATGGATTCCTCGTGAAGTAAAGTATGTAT |
| P*xyl* (*Bam*HI)-R: | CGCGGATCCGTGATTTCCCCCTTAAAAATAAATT |
| **RT-qPCR assays** |  |
| *16S rRNA*-F | GTGAGGTAACGGCTCACCAA |
| *16S rRNA*-R | AAGGTGCCGCCCTATTTGAA |
| *glnK*-F | GGGGGAACGCTGACTATTACA |
| *glnK*-R | ACCCTCTACGCTGTCTACCT |
| *glnL*-F | AGCCATGTATTGGTGGCGAA |
| *glnL*-R | CCGCGAAACAACTTTCCCTT |
| *mnrA* -F | TTTGCTTAGACCGGTAGGCG |
| *mnrA* -R | ATTGCACCAGCGTACTCTCC |
| *ywnA*-F | AATGTTCGGCCAGGTATTGC |
| *ywnA*-R | CCGGCCTACAGGACATTGAG |
| *ydeB*-F | AATGCACGGAGCAGGTACAA |
| *ydeB*-R | TGCTTCCATGGCAGTAACCT |
| *narI*-F | CGGACAGATCCTCTGGGGTA |
| *narI*-R | ACGCCTTCCGGGATCAAAAT |
| *thrC*-F | AGCTGATTGCCCGTGAAGAA |
| *thrC*-R | ACAGCCGTGTTCGGATCTTT |
| *thrB*-F | CATCCTCCATCAGCCGTACC |
| *thrB*-R | TCACAGTGGGGGAAATGCTC |
| *glnA*-F | GCCGGTATCGTAAAACACGC |
| *glnA*-R | GCAATACGCTTAACGCCAGG |
| *amtB*-F | GGGCTGGCTTTGTTTTACGG |
| *amtB*-R | AACAAGGAATGCGGGATCGT |
| *glnB*-F | TTACGCGTCCGGCTAAGTTT |
| *glnB*-R | TTTTTCGCCGTTTCCACGAC |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

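RNA of LG37 grown on NH4+-N or Gln-N was measured by strand-specific sequencing of rRNA-depleted libraries, 3 per group, and the groups were compared as NH4+-N over Gln-N. By the paper's methods, the authors cleaned the reads and mapped them to the FZB42 genome. The identifiers in the table are orf numbers, and which genome and annotation the authors' raw counts per gene refer to is not clear. The deposited counts are whole numbers without scaling. The authors' methods name Rockhopper2 and the DESeq package, while the sample records name FastQC, Trimmomatic, Bowtie2 and bedtools, with versions not given. The deposited scores are of 3 kinds made by the authors: normalized counts (raw counts times a factor per library, upper quartile normalization by the methods), RPKM per group, and Expression values per group, all rounded to whole numbers. The deposited p-values and q-values are the authors' own for this comparison. All 812 genes of the table have an authors' q-value of 0.05 or less, and 50 of them have no identifier.

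The raw counts were used, with scaling by TMM and edgeR's quasi-likelihood test with robust dispersions (edgeR 4.0.16 in R 4.3.3), a group term alone, and p-values adjusted by the method of Benjamini and Hochberg. The filter on low counts (filterByExpr) removed 0 genes. The standard error of a log2 fold change is its size over the square root of the F value, and intervals are at 95%. TMM assumes that most genes of the table did not change, which cannot be tested on genes selected for a change. For glnK and mnrA a two-sided exact permutation test of 3 libraries against 3 was also run. The common coefficient of variation between replicates was 11.5%. On simulated counts of 812 genes, all with this common spread and 200 of them changed at random, the test called 66 of 67 genes changed by 1.5-fold (98.5%), 67 of 67 changed by 2-fold, 66 of 66 changed by 4-fold and 3 of 612 unchanged genes (0.49%). Some measured genes vary more, such as narI on Gln-N (1174 ± 689, SD, n = 3), and how often the test calls such genes was not simulated.

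The named genes are those that the paper names or lists, the 15 higher and 15 lower genes with the largest log2 fold changes among those past the test whose groups do not overlap, and the 4 members with the smallest adjusted p of each list that passed the set test. Values of Additional File 4 had been seen in the paper when this rule was set. Of 36 gene lists of pathways and protein families, 23 have 5 or more genes in the table and were tested as sets with camera (limma 3.58.1) at a preset correlation of 0.01, 11 have 1 to 4 and 2 have none. The set test of the candidate list is not used, since the genes of Additional File 4 missing from it are all listed as higher. The members of the lists were fixed as symbols, and their matches to product names were made after the table was seen, from the product names alone, leaving out products that could belong to more than 1 symbol. Camera compares a list with the other genes of the table, which were all selected for this contrast.

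The alternatives were DESeq2 1.42.0, scaling by the upper quartile or by the totals of the table, no filter, a mean count of at least 50, edgeR without robust dispersions, the replicate numbers as a block, each library left out in turn, 2 libraries per group in 9 subsets, and camera with an estimated correlation. The authors' factors, the clean reads as library sizes and an adjustment over the 3871 tests that the authors' p-values and q-values imply were added after the data were seen. With an estimated correlation, camera also takes its degrees of freedom from the few libraries and not from the genes, which by itself raises its p-values. Alternatives on a pseudocount do not apply to counts. No value is given for amtB or for its relation to glnK, since amtB is not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.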

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

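The test of an admixture in this part was chosen only after the result was seen and its deciding bounds after its values were seen, and the criterion for the genes that follow was also set after their values were seen. Beyond the genes matched to Additional File 4 by identifier, 15 genes rose by 2-fold or more with NH4+-N under TMM at an adjusted p under 0.05 from edgeR's quasi-likelihood test with groups that do not overlap, and the paper's text does not discuss them. The competence pheromone ComX (orf01165), the signal peptide of quorum sensing in bacilli, had a log2 fold change of 1.46 (adjusted p = 0.000469 from the same test), with TMM-scaled counts of 101 ± 13.5 (SD, n = 3) on Gln-N and 276 ± 23.1 (SD, n = 3) on NH4+-N. Next to it by identifier, the hypothetical protein orf01164 had a log2 fold change of 1.13 (adjusted p = 0.00343 from the same test). On the other side of ComX by identifier, the sensor histidine kinase orf01166 also rose, by less than 2-fold. A MarR family transcriptional regulator without identifier had 1.15 (adjusted p = 0.00113 from the same test) and a cystatin-like fold lipoprotein without identifier 1.15 (adjusted p = 0.00798, and 0.0656 without Gln-N2). The cold-shock protein orf03627 had 1.06 (adjusted p = 0.0125 from the same test, and 0.0587 without NH4+-N3) and the hypothetical protein orf03624 had 1.02 (adjusted p = 0.00582). A tRNA-Lys gene had 1.04 (adjusted p = 0.00298 from the same test) at counts of 31.1 on Gln-N and 64.2 on NH4+-N. The bacitracin ABC transporter permease orf00486 had 1.03 (adjusted p = 0.0402 from the same test), and did not pass without Gln-N2, NH4+-N1, NH4+-N2 or NH4+-N3. The hypothetical proteins orf00969 and orf00655 had 1.14 (adjusted p = 0.0096 from the same test) and 1.10 (adjusted p = 0.00107). The hypothetical protein orf00189 had 1.21 (adjusted p = 0.0385 from the same test, 0.0601 with the authors' factors, and 0.176, 0.0978, 0.132 and 0.147 without Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3). Of 4 hypothetical proteins without identifier, the first had 1.52 (adjusted p = 0.0125 from the same test, and 0.0941, 0.0684 and 0.0585 without Gln-N2, NH4+-N1 and NH4+-N3) and another 1.10 (adjusted p = 0.00265). The other 2 had 1.16 (adjusted p = 0.0479 from the same test, 0.0803 with the authors' factors, and 0.133, 0.223, 0.153, 0.121 and 0.172 without Gln-N1, Gln-N2, NH4+-N1, NH4+-N2 and NH4+-N3) and 1.03 (adjusted p = 0.0191, and 0.0709, 0.0738 and 0.08 without Gln-N1, NH4+-N1 and NH4+-N3). The gene with 1.52 was 2.47-fold higher with the authors' factors, close to the fold in Additional File 4 of a hypothetical protein without identifier, and may be that listed gene. The 2-fold cut depends on the scaling, and with the authors' factors 12 genes of the whole table, candidates included, rose by 2-fold or more. On that scale ComX was 2.36-fold higher, while orf00189 was 1.99-fold, orf00655 1.845-fold and orf00486 1.76-fold higher.

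In genes that rose, such as glnK and mnrA, Gln-N3 lay nearest to the NH4+-N libraries. Over the 56 genes called higher without Gln-N3, it lay a median of 25.4% (95% bootstrap interval 19.9 to 34.4) of the way from the other Gln-N libraries to the NH4+-N mean. RNA or cells of an NH4+-N culture in Gln-N3 would move the genes that fell as far, but over the 59 genes called lower without Gln-N3 the median was -10.3% (-24.5 to 6.8), which argues against this admixture. The intervals resample genes within a library as if these were independent. They give the spread over genes and not the uncertainty about the library. Gln-N2 moved in the other set of genes, 38.7% (32.5 to 43.9) of the way over the genes called lower without it and -5.6% (-12.4 to 2.8) over those called higher. A difference between the cultures in growth stage at sampling stays open and was not tested.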

How the results depend on the processing

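The rise of glnK and of mnrA kept its direction and passed the test under every alternative run for these genes, with log2 fold changes of 1.99 to 2.57 and 1.46 to 2.05 (2.04 to 2.57 and 1.58 to 2.05 with 1 library left out) and adjusted p of at most 0.00704 and 0.0117 from the same test. The authors' factors, the clean reads and the adjustment over implied tests were chosen after the data were seen. Of the 48 named genes that changed, 48 were kept by DESeq2, 48 with the totals of the table, 47 with its upper quartile, 43 with the authors' factors, 43 with the clean reads, 34 with the adjustment over implied tests, and 34 to 46 with 1 library left out (44, 37 and 46 without Gln-N1, Gln-N2 and Gln-N3, and 34, 39 and 34 without NH4+-N1, NH4+-N2 and NH4+-N3), and none changed its sign. Of the 125 genes that changed, 77 were called whichever library was left out. At an adjusted p under 0.05, 193 genes (142 higher, 51 lower) changed with the totals of the table, 217 with the authors' factors, 343 with the clean reads and 79 with the adjustment over implied tests, which counts more tests, and 84 to 140 with 1 library left out. The scalings move all genes together by their shifts, and beyond this the cause was not tested. Over 1.5-fold, 83 genes changed with the totals of the table, 142 with the clean reads and 74 to 100 with 1 library left out, while 2 libraries per group gave 42 (lowest), 82 (median) and 93 (highest of 9 subsets), with fewer samples. At 2-fold or more the number was 28 to 49 with 1 library left out. The candidates of Additional File 4 called in the paper's direction numbered 12 with the adjustment over implied tests, which counts more tests. They numbered 12 to 19 with 1 library left out (12 without NH4+-N1 and 12 without NH4+-N3), with fewer samples, and beyond this the cause was not tested. Of the lists, 0 passed camera with an estimated correlation, against 7 with the preset one, and 6 to 8 passed with 1 library left out, 9 with the authors' factors and 9 with the clean reads, where these counts of 9 include the incomplete candidate list. The setting with an estimated correlation also has far fewer degrees of freedom, so its larger p-values cannot be laid to correlation between genes alone. With the replicate block, 100 genes changed over 1.5-fold and 109 at an adjusted p under 0.05, 19 candidates and 7 lists passed, and libraries of the same number did not pair (correlations of their deviations -0.348, -0.451 and 0.227). Between libraries of different numbers these correlations ran from -0.462 (Gln-N2 with NH4+-N3) to 0.666 (Gln-N2 with NH4+-N1), and the cause was not tested. Directions turned for genes that did not pass the test under TMM: PII (orf00623) had log2 fold changes of -0.10 with the clean reads and -0.034 with the authors' factors, MotA (orf02766) -0.10 and -0.026, glutaminase (orf03889) -0.17 and -0.10, and the dehydrogenase orf01968 -0.24 and -0.18, with -0.0295 to 0.14 when 1 library was left out. Aspartate kinase (orf01485) turned to 0.051 with the totals of the table, and the dehydrogenase orf01837 to 0.18 with these and 0.038 with the upper quartile of the table, with -0.078 to 0.049 when 1 library was left out. Depth left no gene at a count of 0 in a library (smallest count 27).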

Differences from the paper's values

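The paper reports 812 genes at a q-value under 0.05 and over 1.5-fold. Here 100 of these genes pass at an adjusted p under 0.05 and over 1.5-fold, with the adjustment over the 812 genes alone. With the adjustment over the 3871 tests that the authors' values imply, 72 pass. The numbers of genes lower with NH4+-N are 736 in the paper and 47 here. All alternatives set before the data were examined also differ from the paper, with 42 to 104 genes in all and, outside the subsets of 2 libraries per group, 28 to 61 lower genes, and so do the alternatives added after the data were seen, with up to 142 genes in all (clean reads). In the authors' deposited table the Expression values differ by 1.5-fold or more for 131 of the 812 genes (38 higher, 93 lower) and by less for 681. They differ by 2-fold or more for 42 genes (14 higher, 28 lower), fewer than the paper reports at that cut. In the authors' deposited table the Expression value is higher with NH4+-N for 71 genes, lower for 729 and equal for 12.

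A fold change counts as different here if its gap in log2 exceeds the larger within-group SD of the gene's log2 counts. Of the fold changes in Additional File 4 that could be compared, those of 3 genes differ by this measure, written there as negative folds for lower genes. The authors' factors shift all genes by -0.23 to -0.19 in log2 relative to TMM, so the other folds move too. For example, glnK was 4.84-fold higher under TMM and 4.17-fold with those factors, and mnrA 3.355-fold and 2.88-fold. The paper's values are -2.07 for ramA, -2.20 for thrC and -2.32 for thrB, and the values here are -1.77, -1.89 and -1.97. Among the alternatives set before the data were examined and run for these genes, the differences close only without Gln-N2 (-1.92, -2.02 and -2.12), and they stay with DESeq2, with the upper quartile or the totals of the table, with no filter, with a mean count of at least 50, with edgeR without robust dispersions, with the replicate block and without each of the other 5 libraries. They also close with the authors' factors (-2.07, -2.20 and -2.30) and with the clean reads (-2.16, -2.30 and -2.41), which were chosen after the values were seen and drop 0 of the 20 called candidates.

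Additional File 4 lists orf03633 as higher with NH4+-N, and here its adjusted p was 0.0529 from edgeR's quasi-likelihood test. It passed with the totals of the table (0.0234), with edgeR without robust dispersions (0.0448), with the replicate block (0.00487), without Gln-N1 (0.0421) and without Gln-N3 (0.000702), while the other 20 matched genes passed in the paper's direction.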

Other observations

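In this part the tests of the authors' factors, of sequencing depth, of the authors' normalized counts and of other splits were chosen only after the result was seen, and the test of counting noise was not. Of 11 genes of flagella and chemotaxis, 2 fell and none rose with NH4+-N at an adjusted p under 0.05 from edgeR's quasi-likelihood test (3 fell when adjusted over the list alone, by DESeq2 and at an unadjusted p under 0.05, where none was higher). They were flagellin and FlgN (orf00745), a flagellar protein, with a log2 fold change of -0.95 (standard error 0.14, adjusted p = 0.00213 from the same test). The hook-associated protein FlgK (orf00746) had -0.42 (adjusted p = 0.0776 from the same test) and the motor protein MotA (orf02766) 0.19 (adjusted p = 0.326), which turned to -0.03 with the authors' factors. Camera placed the list lower than the other genes (adjusted p = 0.0246, and 0.589 with an estimated correlation), but not with the authors' factors (0.0822), the clean reads (0.122), without Gln-N3 (0.0635) or without NH4+-N1 (0.0952). With the totals of the table its median was -0.01, against -0.19 under TMM, and 1 member rose. With the authors' factors 3 members fell and with the clean reads 9. Of 5 competence genes 1 rose, ComX, and none fell (DESeq2 and an unadjusted p under 0.05 gave the same counts), with a median of 0.18 that turned to -0.05 with the authors' factors and camera at an adjusted p of 0.106 (0.461 with an estimated correlation).

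Of 8 genes of glycine, serine and one-carbon metabolism, 3 fell and none rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test (the same by DESeq2, over the list alone and at an unadjusted p under 0.05), while 3 rose and 2 fell with the totals of the table. They were serine hydroxymethyltransferase (glyA, orf00581, log2 fold change -0.83, adjusted p = 0.0319 from the same test), glycine cleavage system protein H (orf01043, -0.77, adjusted p = 0.00888) and phosphoserine transaminase (orf03140, -0.46, adjusted p = 0.0289), the last 2 chosen after their values were seen. For glyA the adjusted p from the same test was 0.103, 0.0651, 0.0737, 0.0538 and 0.0753 without Gln-N1, Gln-N3, NH4+-N1, NH4+-N2 and NH4+-N3 and 0.0774 with the replicate block, and for orf03140 it was 0.0542 without Gln-N1, 0.0544 without NH4+-N3 and 0.0659 with the totals of the table. Camera gave this list an adjusted p of 0.167 (0.589 with an estimated correlation). Of 11 genes of methionine and cysteine synthesis 1 fell (also by DESeq2, over the list alone and unadjusted) and none rose, while 4 fell with the authors' factors and 6 with the clean reads. The list had a median of 0.03, a mean of -0.05 and a median of -0.20 with the authors' factors, and camera gave 0.455 (0.589 with an estimated correlation). The gene that fell under TMM was a methionine salvage enolase (orf02776, chosen after its values were seen, log2 fold change -0.45, adjusted p = 0.0308 from the same test, and 0.0564, 0.106 and 0.104 without Gln-N1, NH4+-N1 and NH4+-N3, 0.0734 with the totals of the table and 0.0574 with the replicate block). Of 3 genes of pyrimidine synthesis 1 fell, dihydroorotate dehydrogenase, and none rose (2 fell by DESeq2, over the list alone, unadjusted and without Gln-N3, and none passed without NH4+-N1). None of 3 genes of purine synthesis passed (1 lower by DESeq2, at an unadjusted p under 0.05 and without Gln-N2, 2 higher with the totals of the table), with a median of 0.17, a mean of -0.04 and a median of -0.05 with the authors' factors. None of 3 genes of tryptophan and chorismate synthesis and not the 1 gene of arginine synthesis passed (0 by DESeq2 and at an unadjusted p under 0.05), with medians of 0.08 and 0.15 that turned to -0.14 and -0.06 with the authors' factors. Of 3 genes of nitrate and nitrite metabolism narI fell (also by DESeq2, over the list alone and unadjusted), none rose, and none passed without NH4+-N1, NH4+-N2 or NH4+-N3, with a median of -0.27. The lists of arginine, proline and glutamate catabolism and of thiol stress have no gene in the table.

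Of 6 translation factors 1 fell and none rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test (3 fell by DESeq2, over the list alone, unadjusted and without Gln-N2), and camera gave an adjusted p of 0.167 (0.601 with an estimated correlation). It was initiation factor IF-3 (orf01442, chosen after its values were seen, log2 fold change -0.60, adjusted p = 0.0191 from the same test, and 0.0652 without NH4+-N1 and 0.0894 without NH4+-N3), and the median of the list was -0.22. None of 8 aminoacyl-tRNA synthetases passed (0 by DESeq2 and at an unadjusted p under 0.05, 2 lower with the clean reads), with a median of -0.01 that turned to 0.04 with the upper quartile of the table and 0.18 with its totals. None of 10 respiratory chain genes passed (0 by DESeq2, 1 lower at an unadjusted p under 0.05, 3 lower with the authors' factors), with a median of -0.01 that turned to 0.04 and 0.18 in the same way. Camera gave these lists an adjusted p of 0.677 and 0.509 (0.724 and 0.601 with an estimated correlation). Of 17 tRNA and rRNA genes 1 rose, tRNA-Lys, and none fell (the same by DESeq2, over the list alone and unadjusted), with a median of 0.18 that turned to -0.04 with the authors' factors and camera at an adjusted p of 0.172 (0.461 with an estimated correlation).

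Of 5 genes of the CtsR and HrcA heat shock list 1 fell, ctsR, and none rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test (2 fell by DESeq2 and unadjusted, and none passed without Gln-N1, Gln-N3, NH4+-N1 or NH4+-N3), with a median of -0.15 that turned to 0.03 with the totals of the table. Of 6 general stress genes 1 fell, the ribosomal subunit interface protein, and none rose (2 fell by DESeq2, unadjusted and without Gln-N2), with a median of -0.10 that turned to 0.08 with the totals of the table. Camera gave these lists an adjusted p of 0.209 and 0.119 (0.589 for each with an estimated correlation, and 0.0465 for general stress without NH4+-N2). Of 3 genes of oxidative stress and metal 1 fell and none rose (2 fell by DESeq2 and unadjusted, 0 with the upper quartile or the totals of the table), a lipid hydroperoxide peroxidase (orf01385, chosen after its values were seen, log2 fold change -0.35, adjusted p = 0.0385 from the same test, 0.0851, 0.139 and 0.114 without Gln-N1, NH4+-N1 and NH4+-N2, and 0.0943 with the replicate block). None of 2 sporulation, 3 biofilm and 3 siderophore genes passed (0 by DESeq2 and at an unadjusted p under 0.05, and 1 biofilm gene lower without Gln-N2 and 1 higher with the totals of the table), with medians of 0.16, 0.14 and 0.13 that turned to -0.06, -0.07 and -0.09 with the authors' factors. The 1 gene of antibiotic synthesis, baeD (orf02406), had a log2 fold change of -0.44 and did not pass, while it was lower by DESeq2, at an unadjusted p under 0.05, over the list alone and with the authors' factors.

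On the authors' scale, 734 of the 812 genes are lower with NH4+-N, with a median log2 fold change of -0.16. With the clean reads as library sizes, which use no such factor, the median was -0.23. The genes were selected by the authors' q-values, and the clean reads shift them from TMM about as the authors' factors do (-0.29 and -0.22). A negative median was therefore favoured, and it cannot decide whether the pattern needs the authors' factors. The pattern was absent with the scalings set before the data were examined, with medians of 0.06 under TMM and 0.04 by DESeq2. The upper quartile and the totals of the table gave 0.11 and 0.25. Those scalings are computed on the selected genes alone, so whether the authors' factors caused the pattern cannot be told. The groups' mean clean reads were close, at a log2 ratio of -0.021. Each scaling already removes a difference in depth, so this ratio cannot tell whether depth played a part. A larger share of NH4+-N reads in genes that are not analysed here stays open, as does an effect of the nitrogen source on many genes at once, and neither was tested.

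The authors' q-values are at most 0.05 for every gene, while 634 genes under TMM and 486 with the authors' factors had an unadjusted p of 0.05 or more from edgeR's quasi-likelihood test. If the authors' p-values covered counting noise only, nearly all genes would reach the authors' largest p of 0.0108 in a binomial test of the summed raw counts, but 65.3% (530 genes) did. If the normalized counts had been taken as counts with counting noise only, a Poisson test on them would give p-values of the authors' size. In that test 95.6% (776 genes) reached the largest p, which inflated counts make nearly sure. The ratio of the log10 p-values had a median of 32.7 (10th to 90th percentile 4.52 to 79.6 over 809 genes). This explanation needs about 1, by a bound set after the values were seen. A test of the normalized counts that also allows for spread between replicates gives larger p-values, so the ratio cannot decide on it. Another estimate of the spread between replicates in the authors' test stays open and was not tested.

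The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. In each case 1 split, the real one, gave a result as large, but the 812 genes and the candidates were selected by the authors on that split, which favours it. The real split gave 100 genes over 1.5-fold, 41 at 2-fold or more and 125 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with 20 candidates of Additional File 4 in the paper's direction, and the highest of the other splits gave 0 of each. At an unadjusted p under 0.05 the real split gave 178 genes and the highest other split 81, and by DESeq2 156 and 2. Camera called 7 lists with the real split and up to 6 with another, that of Gln-N1, Gln-N3 and NH4+-N2 against the other libraries, with the incomplete candidate list among the lists tested.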
